# MicroRNA-155 Controls *i*NKT Cell Development and Lineage Differentiation by Coordinating Multiple Regulating Pathways

**DOI:** 10.3389/fcell.2020.619220

**Published:** 2021-01-12

**Authors:** Jie Wang, Kai Li, Xilin Zhang, Guihua Li, Tingting Liu, Xiaojun Wu, Stephen L. Brown, Li Zhou, Qing-Sheng Mi

**Keywords:** microRNA-155, *i*NKT cells, innate CD8 T cells, *Jarid2*, *Rictor*, *Tab2*

## Abstract

The development of invariant natural killer T (*i*NKT) cells requires a well-attuned set of transcription factors, but how these factors are regulated and coordinated remains poorly understood. MicroRNA-155 (miR-155) is a key regulator of numerous cellular processes that affects cell development and homeostasis. Here, we found that miR-155 was highly expressed in early *i*NKT cells upon thymic selection, and then its expression is gradually downregulated during *i*NKT cell development. However, the mice with miR-155 germline deletion had normal *i*NKT cell development. To address if downregulated miR-155 is required for *i*NKT cell development, we made a CD4Cre.miR-155 knock-in (KI) mouse model with miR-155 conditional overexpression in the T cell lineage. Upregulated miR-155 led to interruption of *i*NKT cell development, diminished *i*NKT17 and *i*NKT1 cells, augmented *i*NKT2 cells, and these defects were cell intrinsic. Furthermore, defective *i*NKT cells in miR-155KI mice resulted in the secondary innate-like CD8 T cell development. Mechanistically, miR-155 modulated multiple targets and signaling pathways to fine tune *i*NKT cell development. MiR-155 modulated *Jarid2*, a critical component of a histone modification complex, and *Tab2*, the upstream activation kinase complex component of NF-κB, which function additively in *i*NKT development and in promoting balanced *i*NKT1/*i*NKT2 differentiation. In addition, miR-155 also targeted *Rictor*, a signature component of mTORC2 that controls *i*NKT17 differentiation. Taken together, our results indicate that miR-155 serves as a key epigenetic regulator, coordinating multiple signaling pathways and transcriptional programs to precisely regulate *i*NKT cell development and functional lineage, as well as secondary innate CD8 T cell development.

## Introduction

Invariant natural killer T (*i*NKT) cells are innate-like T cells, which possess the properties of both T cells and NK cells, as they coexpress a rearranged T cell receptor (TCR) and several NK cell receptors, including NK1.1. *i*NKT cells are restricted to the non-classical MHC-I-like molecule CD1d and preferentially use an invariant TCR consisting predominantly of the Vα14-Jα18/Vβ8 pair in mice, endowing *i*NKT cells with specificity for self or non-self-glycolipid antigens (Bendelac et al., 2007; Das et al., 2010). Classically, *i*NKT cells undergo four successive developmental stages, including stage 0 (CD24^+^), stage 1 (CD24^–^CD44^lo^), stage 2 (CD44^hi^NK1.1^–^), and stage 3 (CD44^hi^NK1.1^+^). Unlike conventional T cells, *i*NKT cells acquire an effector function and differentiate into *i*NKT1 (PLZF^lo^T-bet^hi^), *i*NKT2 (PLZF^hi^RORγt^–^), and *i*NKT17 (PLZF^int^RORγt^+^) based on transcriptional factors, including T-bet, PLZF, GATA3, and RORγt, before thymic export. Alternatively, *i*NKT1 cells develop through all stages and finally mature in stage 3, which also highly express cytolytic effectors (such as perforin, granzyme B, granzyme A, and FAS ligand) and specific chemokines (such as CCL5) and their receptors. However, *i*NKT2 and *i*NKT17 cells terminate at stage 2. Stage 2 *i*NKT cells have a high proliferation capability, and most *i*NKT cells at this stage emigrate to peripheral organs. Upon antigenic stimulation, *i*NKT1/2/17cells rapidly secrete a broad range of cytokines such as IFN-γ, IL-4, and IL-17, respectively, which mediates functions that link innate and acquired immunity in a broad spectrum of diseases, including infection, cancer, allergy, and autoimmunity (Lee et al., 2013). A core transcription factor network necessary for *i*NKT cell development and functional lineage differentiation has been described. However, how these transcriptional factors are integrated in posttranscriptional and epigenetic programs and what the detailed underlining molecular networks are remained to be explored.

MicroRNAs (miRNAs), a class of 21- to 25-nt single-stranded non-coding small RNAs are emerging as key regulators of numerous cellular processes that affect cell development, homeostasis, and disease development (Bartel, 2004). MiRNAs repress their target genes post-transcriptionally, and one miRNA can potentially target multiple genes depending on the cellular context. Deletion of miRNAs in T cells through targeting Dicer, the ribonuclease III enzyme required for the processing of mature and functional miRNAs, results in severe defects in *i*NKT cell development and function (Zhou et al., 2009). Using different approaches, various groups, including ours, have identified roles for specific microRNAs in *i*NKT cell regulations, such as miR-181a in overall *i*NKT development *via* regulating PI3K signaling and global metabolic fitness (Henao-Mejia et al., 2013); miR-150 in *i*NKT cell maturation through targeting *c-Myb* (Bezman et al., 2011; Zheng et al., 2012); miR183-96-182 control of *i*NKT17 function through targeting *Foxo1* (Wang et al., 2019); and Lethal-7 (let-7) in *i*NKT effector function through regulating PLZF expression (Pobezinsky et al., 2015). Global miRNA expression patterns for human and mouse tissues show that miR-155 is prominently expressed in many hematopoietic cell types (Landgraf et al., 2007) and upregulation of miR-155 has been shown to be a consistent feature of the mammalian inflammatory response (Teng et al., 2008; Vigorito et al., 2013). By using genetically engineered mouse models of miR-155, and through identification of endogenous targets of miR-155, a wide spectrum of previous studies have identified the multiple roles of miR-155 in regulating varieties of immune cell differentiation and immune responses, including B cells, CD8 T cells, and CD4 T cells, as well as for T helper type 1 (Th1), Th2, Th17, and regulatory T cells (Seddiki et al., 2014). In addition, some studies suggest that miR-155 plays a role in *i*NKT cell development and function (Burocchi et al., 2015; Frias et al., 2018). However, the detailed regulatory role of miR-155 in *i*NKT cell functional lineage differentiation and the detailed molecular mechanisms involved remain largely unresolved.

In the present study, we confirmed the dynamic changes of miR-155 expression during thymic *i*NKT cell development and differentiation. To explore the potential role of miR-155 in *i*NKT cell development and differentiation, two distinct but complementary approaches were used. Germline miR-155 deletion in mice did not significantly interrupt *i*NKT cell development, which is largely consistent with previous report (Frias et al., 2018). However, T cell-specific overexpression of miR-155 resulted in defective *i*NKT cell development and differentiation, including compromised *i*NKT1 and *i*NKT17 cell differentiation, and in augmented IL-4-producing *i*NKT2 cell differentiation with promotion of secondary thymic innate CD8 T cell development. Mechanistically, miR-155 controlled *i*NKT cell development, suppressed *i*NKT1, and promoted *i*NKT2 differentiation with secondary enhancement of innate CD8 T cell development through targeting *Jarid2* and *Tab2*; whereas miR-155 inhibited *i*NKT17 differentiation and *i*NKT survival through targeting *Rictor*. The multilayer regulation of nuclear factor kappa B (NF-κB) by miR-155 may be the cause of the self-limiting expression of miR-155 during *i*NKT thymic development. Therefore, the dynamic regulation of miR-155 expression is essential for normal *i*NKT cell thymic development, differentiation, and homeostasis.

## Materials and Methods

### Mice

Conventional miR-155 knockout (miR-155KO) mice in a C57BL/6 background and wild-type (WT) C57BL/6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME, United States). Mice carrying the Rosa26 miR-155 knock-in (KI) allele (Jackson Laboratory) were bred with CD4Cre transgenic mice (Jackson Laboratory) to obtain mice expressing CD4Cre with one or two copies of the miR-155 KI allele. Mice with two copies of miR-155 KI allele, miR-155KI mice (CD4Cre^+^miR-155KI, miR-155KI), and the littermate CD4Cre^–^miR-155KI [wild-type (WT)] mice served as controls. Mice were 6- to 10-week-old, gender-matched, and housed in a specific pathogen-free barrier unit. Handling of mice and experimental procedures were in accordance with requirements of the Institutional Animal Care and Use Committee.

### Flow Cytometry

Single-cell suspensions were washed twice with staining buffer (PBS, 2% FBS) and incubated with Fc block (clone 2.4G2). Cells (2 × 10^6^ per staining well) were stained with antimouse PBS57-loaded CD1d-tetramer and PBS57-unloaded CD1d-tetramer (provided by the NIH Tetramer Core Facility). The following conjugated mAbs were used: TCRβ (H57-597), CD24 (30-F1), CD44 (IM7), CD122 (5H4), CD69 (H1.2F3), NK1.1 (PK136), IL17RB (MUNC33), Slamf1 (TC15-12F12.2), Slamf6 (330-AJ), PLZF (9E12), RORγt (B2D), T-bet (eBio17B7), GATA3 (TWAJ), CD1d (1B1), IL-4 (11B11), IFN-γ (XMG1.2), IL-17a (eBio17B7), CD45.1 (A20), CD45.2 (104), CD4 (GK1.5), CD8 (53-6.7), CXCR3 (CXCR3-173), and Eomes (Dam11mag). All mAbs were purchased from eBioscience, Biolegend, or TOBON. Apoptosis assays were carried out by staining with Annexin V (eBioscience), according to manufacturer’s instructions. Cell surface staining was performed with staining buffer. Intranuclear staining for GZMA, PLZF, T-bet, RORγt, Bcl-2, and Ki-67 was performed with eBioscience Fixation/permeabilization buffer. The flow cytometry assay was performed through BD FACSCelesta, and data were analyzed using FlowJo V10.2 software. Gating strategy: after gating on lymphocyte, doublets were excluded by using forward scatter (FSC) and side scatter (SSC), mouse *i*NKT cells were then identified as TCRβ^+^ CD1d-tetramer^+^ (Supplementary Figures 1A,B).

### *In vitro* Functional Assays

Thymocytes and spleen cells total 4 × 10^6^ from mice were cultured in RPMI-1640 Medium (Sigma, United States) supplemented with 10% FBS, 100 units/ml penicillin, 100 units/ml streptomycin, 25 mM HEPES, 1 mM sodium pyruvate, 1 × non-essential amino acids, 2 mM L-glutamine, and 50 μM 2-mercaptoethanol, in the presence of phorbol 12-myristate 13-acetate (PMA) (50 ng/ml) and ionomycin (1 μM) for a total of 4 hours at 37°C. Brefeldin A was then added in the last 2.5 h at a final concentration of 1 μM. Anti-IFN-γ, anti-IL-4, and anti-IL-17 were detected by intracellular staining and flow cytometry.

### Bone Marrow Chimera Transfer Experiments

To generate bone marrow chimeras, 7- to 8-week-old B6.SJL-recipient mice (CD45.1^+^CD45.2^+^) were lethally irradiated with 900 rad. Donor bone marrows were harvested from age- and sex-matched SJL (CD45.1^+^) mice and miR-155KI mice (CD45.2^+^) by flushing bones with a syringe containing sterile basal tissue culture medium (RPMI 1640 with 10% FBS). After erythrocyte lysis, mature T cells (CD3^+^) were depleted from bone marrow from each donor mouse by biotin-conjugated antimouse CD3 (BD Biosciences, clone17A2) mAbs and antibiotin magnetic beads (BD Biosciences) using Magni Sort^TM^. Over 90% of mature T cell depletion was confirmed by flow cytometry. CD45.1^+^ SJL and CD45.2^+^ miR-155KI or WT control bone marrows were mixed at a 1:1 ratio, and total of 10 × 10^6^ cells per mouse (in a volume of 100 μl) were then injected into the irradiated recipient mice by tail vein injection. The chimeras were analyzed 8 weeks after reconstitution.

### *i*NKT Cells Enrichment and Sorting

Total thymocytes and spleen cells were first prepared at a concentration of 1 × 10^7^/100 μl in staing buffer (PBS, 2% FBS) stained with anti-CD8 biotin Ab (TONBO, clone 53-6.6) for thymocytes or anti-CD8 biotin Ab and anti-B220 biotin Ab (eBioscience, clone RA3-6B2) for spleen cells. CD8^+^ T cells and B220^+^ cells were then depleted with antibiotin beads (MagniSort^TM^) using auto-MACS (Miltenyi Biotec). Negatively selected cells were then stained with anti-TCR-β, anti-CD1d tetramers, anti-NK1.1, and anti-CD44 Abs. Total or different stages of *i*NKT cells were then sorted by BD FACS Aria II.

### RT-qPCR Analysis

*i*NKT cells from WT controls and miR-155KI mice were sorted, and total RNA was extracted by using the EXIQON isolation. RNA was reverse transcribed using the PrimeScript^TM^ RT reagent kit, and RT-qPCR was performed on an Applied Biosystems 7900 Real-Time PCR system with the following primer pairs: *Jarid2* (Forward: 5′-GACACCAAACCCAATCACCAC-3′ and Reverse: 5′-GTTCAACCTGCCACTGACCTT-3′); *Rictor* (Forward: 5′-TGAGTACCGTTCTTCTCAC-3′ and Reverse: 5′-TGCAATGGAGGG CGCTTTA-3′); *Tab2* (Forward: 5′-GGATAGAATAAGCGAAGCCCGGAA-3′ and Reverse: 5′-CTC TTTGAAGCCGTTCCATCCT-3′). Expression levels of miR-155 were normalized with snoRNU202, and expression levels of *Jarid2*, *Rictor*, and *Tab2* were normalized with L32. Fold change was calculated using the 2^−ΔΔ*CT*^ method.

### RNA-Seq

RNA concentration was determined using the Qubit RNA broad range assay in the Qubit Fluorometer (Invitrogen), and RNA integrity was determined using the Eukaryote Total RNA. Nano Series II ChIP on a 2100 Bioanalyzer (Agilent). Three independent biological replicates were pooled for RNA-seq. RNA-seq libraries were prepared using 4 μg of total RNA with the TruSeq RNA sample prep kit following manufacturer’s protocol (Illumina).

### Western Blot and ELISA

Cell lysates were prepared by lysis in RRAP buffer containing protease inhibitor and Western blots were performed using standard methods. Image J^1^ was used to quantify protein expression levels from digital images of Western blots. IL-4 protein concentration in mouse blood serum was measured using the IL-4 mouse ELISA Ready-Set-Go! Kit (eBioscience) following the manufacturer’s instructions.

### Statistical Significance

GraphPad Prism 8.0 was used for statistical analysis (unpaired, two-tailed, *t*-test with 95% confidence interval). A *P*-value < 0.05 was considered statistically significant. The processing of RNA-Seq data was performed with R version 3.6.0^2^.

## Results

### Dynastic Expression of miR-155 During *i*NKT Cell Development

To gain insight into the role of miR-155 in the development of *i*NKT cells, we first tested miR-155 expression in sorted thymic *i*NKT cells that were at different developmental stages. Thymocytes from normal C57BL/6 mice were stained with Abs against TCR-β, CD1d-tetramer, CD44, and NK1.1 to identify and sort stage 1 (CD44^lo^NK1.1^–^), stage 2 (CD44^hi^NK1.1^–^), and stage 3 (CD44^hi^NK1.1^+^) *i*NKT cells. MiR-155 expression was then detected by TaqMan real-time PCR. MiR-155 was detected in all developmental stages of *i*NKT cells, and expression was dramatically decreased during *i*NKT cell development, almost to the lowest level at the terminal developmental stage 3 (Figure 1A). These findings indicated that miR-155 is expressed in a stage-specific pattern in *i*NKT cells and that miR-155 expression is significantly repressed in mature *i*NKT cells.

**FIGURE 1:**
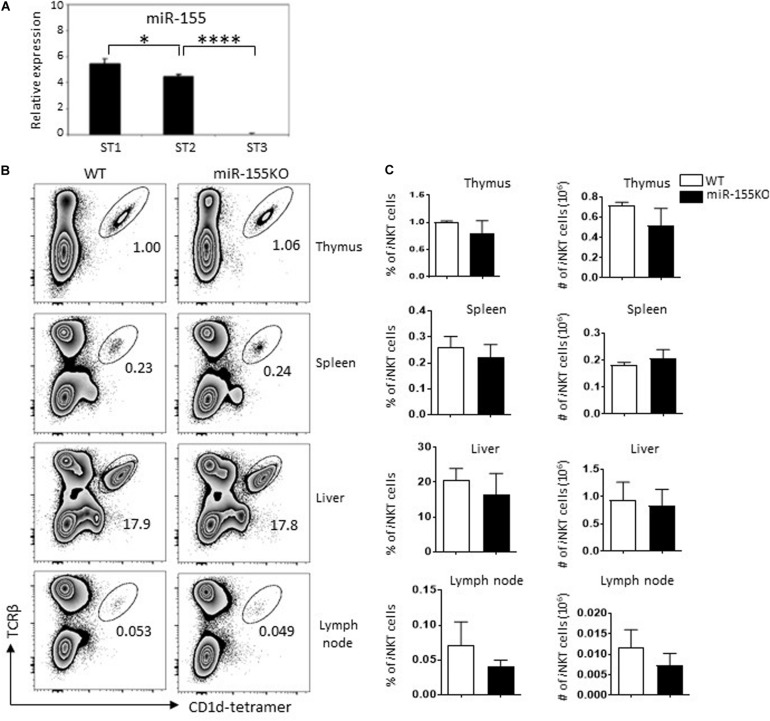
Dynastic expression of miR-155 during *i*NKT cell development. **(A)** Expression of miR-155 in different developmental stages of thymic *i*NKT cells from C57BL/6 mice. Total RNA was obtained from different stages of WT *i*NKT cells, and miR-155 expression was measured by RT-qPCR (snoRNU202 as quantitative control for normalization, three mice for each group). **(B)** Representative flow cytometry plots showing *i*NKT cells (TCRβ^+^ CD1d-tetramer^+^) in thymus, spleen, lymph nodes, and liver of miR-155KO mice and WT controls. Numbers adjacent to outlined areas indicate percentage of indicated populations. **(C)** Bar graphs showing frequencies (left) and the absolute numbers (right) of *i*NKT cells in indicated organs of miR-155KO and WT controls. Data are from two independent experiments, 4–6 mice for each group, data were analyzed by unpaired *t*-test. *P < 0.05, ****P < 0.0001.

### MiR-155 Deletion Does Not Affect *i*NKT Cell Development

To assess the role of miR-155 in *i*NKT cell development, we performed a loss-of-function study using conventional miR-155 knockout (miR-155KO) mice. Nevertheless, we did not observe a significant *i*NKT cell developmental defect in thymus and peripheral lymph organs in mutant mice. The frequencies and absolute numbers of *i*NKT cells in thymus, spleen, lymph nodes, and liver peripheral organs were comparable between miR-155KO and WT mice (Figures 1B,C). *i*NKT cells lacking miR-155 also showed a normal developmental stage (Supplementary Figure 1C), which was consistent with a previous study (Frias et al., 2018), suggesting that early *i*NKT cell development is not critically dependent on miR-155 expression. Given that miRNA does not exhibit transcriptional activity itself, it acts as a transcriptional inhibitor during the regulation of cellular development. It is possible that the relieved inhibition of target(s) of interested from miR-155 deletion cells in the earliest stages of *i*NKT cells may not be enough for an obvious interruption of *i*NKT cell development.

### MiR-155 Overexpression Interrupts *i*NKT Cell Development

The expression of miR-155 was gradually downregulated during *i*NKT cell differentiation (Figure 1A). To gain further insight into the dynamic regulation of miR-155 during *i*NKT cell development, a gain-of-function gene targeting approach was used. To generate mice with T cell-specific overexpression of miR-155, mice carrying the Rosa26 miR-155 KI allele were bred with CD4Cre transgenic mice to obtain mice expressing CD4Cre with one or two copies of the miR-155 KI allele. Mice with two copies of the miR-155 KI allele, miR-155KI (CD4Cre^+^miR-155KI, miR-155KI), and WT littermate control (CD4Cre^–^miR-155KI, WT) were used in experiments without specific indication (Supplementary Figures 2A–C). To evaluate the magnitude of miR-155 upregulation, both thymus and spleen TCRβ + T cells were sorted, and miR-155 expression was detected and compared with miR-155 KI and littermate WT mice with RT-PCR. As shown in Supplementary Figure 2C, substantial upregulation of miR-155 was observed at about six and three times of WT control T cells in thymus and spleen, respectively.

To assess the role of miR-155 overexpression in *i*NKT cell development, we first examined the frequency and number of *i*NKT cells in different immune organs including thymus, spleen, liver, and lymph nodes of cells from 6- to 8-week-old miR-155KI and WT control mice by flow cytometry. As shown in Figures 2A,B, miR-155KI mice exhibited decreased frequencies and absolute numbers of *i*NKT cells compared with WT mice in thymus, spleen, and liver but not in lymph node. Cell surface markers distinguishing the stages of thymic *i*NKT cell development are well characterized. The frequencies of stages 0, 1, and 2 *i*NKT cells were relatively higher in miR-155KI mice and were accompanied with a reduced frequency of stage 3 *i*NKT cells. However, the absolute numbers of stages 0, 1, and 2 cells in miR-155KI mice were comparable with those in WT mice, whereas stage 3 *i*NKT cells were dramatically reduced in miR-155KI mice (Figures 2C,D). These data indicate that overexpressing miR-155 impaired *i*NKT cell development, especially for terminal maturation stage 3 (or *i*NKT1) cells.

**FIGURE 2:**
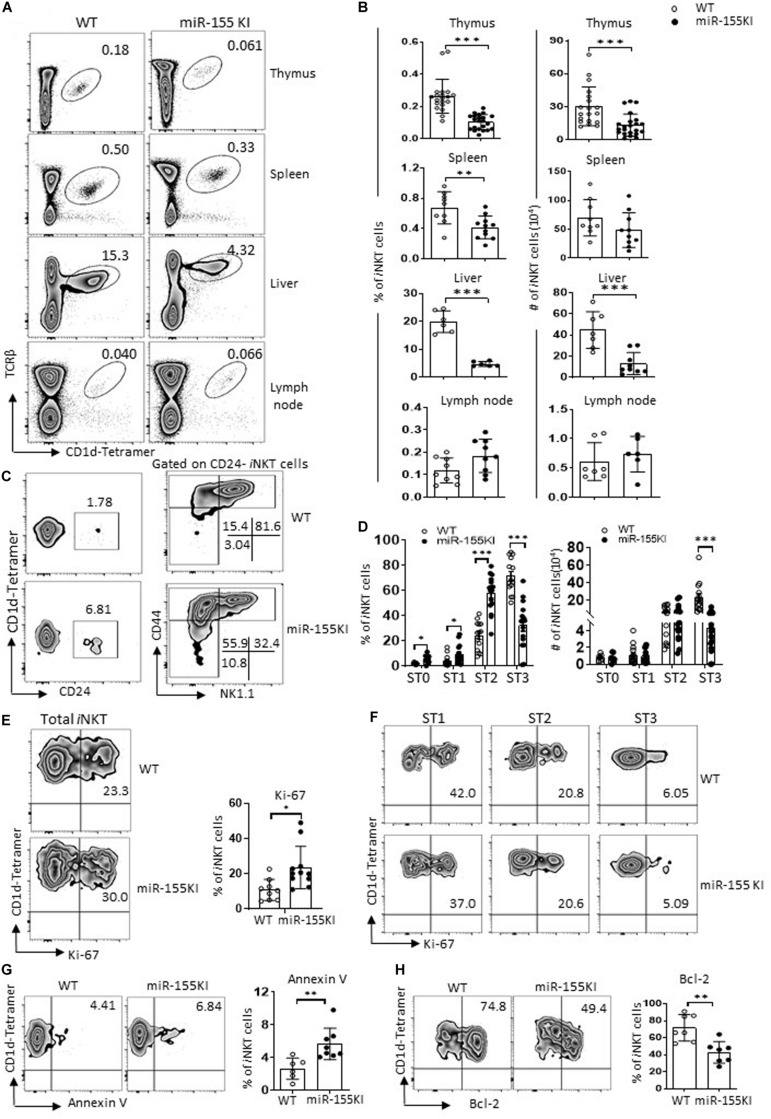
MiR-155 overexpression interrupts *i*NKT cell development. **(A)** Representative flow cytometry plots depicting *i*NKT cells in thymus, spleen, liver, and lymph nodes of WT controls and miR-155KI mice. Numbers adjacent to outlined areas indicate percentage of indicated populations. **(B)** Bar graphs showing frequencies (left) and absolute numbers (right) of *i*NKT cells in indicated organs of miR-155KI and WT controls. **(C)** Representative flow cytometry plots depicting expression of CD24, CD44, and NK1.1 on *i*NKT cells: stage 0 (ST0, CD24^+^), stage 1 (ST1, CD24^–^ CD44^lo^NK1.1^–^), stage 2 (ST2, CD44^hi^NK1.1^–^), and stage 3 (ST3, CD44^hi^NK1.1^+^) in WT controls and miR-155KI mice. **(D)** Bar graphs showing frequencies (left) and absolute numbers (right) of *i*NKT cells in different developmental stages (ST0, ST1, ST2, and ST3) of miR-155KI and WT controls. **(E)** Representative flow cytometry plots depicting expression of Ki-67 in thymic *i*NKT cells (left). Bar graph showing frequency of Ki-67^+^ *i*NKT cells from miR-155KI and WT controls (right). **(F)** Representative flow cytometry plots depicting expression of Ki-67 in different stages (ST1, ST2, and ST3) of *i*NKT cells from miR-155KI and WT controls. **(G,H)** Representative flow cytometry plots depicting expression of Annexin V **(G)** and Bcl-2 **(H)** in thymus *i*NKT cells (left). Bar graphs showing frequency of Annexin V^+^ *i*NKT cells and Bcl-2^+^ *i*NKT cells from miR-155KI and WT controls (right). Data are from at least three independent experiments. Each mouse is represented as one dot. Data were analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

To test whether cell homeostasis contributes to *i*NKT cell developmental defects in miR-155KI mice, we examined the rate of Ki-67 expression to measure *i*NKT cell proliferation capability. Compared with WT controls, miR-155KI *i*NKT cells exhibited a higher proliferating status (Figure 2E). A previous study indicated that stages 1/2 *i*NKT cells proliferate briskly, while stage 3 mature *i*NKT cells are relatively quiescent (Gapin, 2016). To dissect whether increased Ki-67 expression in overall *i*NKT cells from miR-155KI mice is merely reflection of their defective maturation phenotype, we then further analyzed Ki-67 expression in different developmental stages. As shown in Figure 2F, the expression of Ki-67 was comparable within the same stages of *i*NKT cells in miR-155KI and WT mice. These results indicate the largely dispensable role of miR-155 in the proliferation of *i*NKT cells. However, the staining of fresh thymocytes with the apoptotic marker Annexin V revealed significantly higher levels of apoptotic *i*NKT cells in miR-155KI mice (Figure 2G). Consistently, we found the antiapoptosis marker Bcl-2 was significantly reduced in miR-155KI *i*NKT cells compared with WT (Figure 2H). Taken together, these data indicate that miR-155 overexpression impairs survival of *i*NKT cells, likely contributing to the defect of the overall *i*NKT cell development.

### MiR-155 Overexpression Interrupts *i*NKT1 Cell Differentiation

*i*NKT cells at different stages are functionally distinct, where the stage 2 *i*NKT pool contains well-differentiated *i*NKT2/17, and immature pre-*i*NKT1 cells, while stage 3 pools contain largely terminally differentiated *i*NKT1 cells (Lee et al., 2013). Considering that stage 3 *i*NKT cells were severely reduced in miR-155KI mice (Figures 2C,D), we therefore analyzed the *i*NKT1 cell signature T-bet (*Tbx21*). Normally, T-bet is initially expressed in stage 1/2 and is maximally expressed in stage 3, while PLZF is gradually downregulated along this developmental process. Here, we found that miR-155KI *i*NKT cells failed to upregulate T-bet at stage 2, resulting in less PLZF^hi/int^ T-bet^+^ *i*NKT cells from stage 2 progressing to stage 3 (Figures 3A,B). Therefore, stage 2 *i*NKT cells from miR-155KI mice contained a smaller proportion of immature *i*NKT1 cells compared with WT mice (Figure 3B). Consistent with this notion, we found dramatically decreased numbers of other *i*NKT maturation markers, including CD122 (*Il2rb*), CD69 (*Cd69*), and NKG2D (*Klrk1*) in miR-155KI thymic *i*NKT cells more specifically, in the NK1.1^–^ counterpart (Figure 3C). In reflection of the thymic *i*NKT cell maturation defect, peripheral *i*NKT cells in miR-155KI mice also showed a relatively immature phenotype as judged by reduced NK1.1 expression (Supplementary Figure 3). The maturation defective phenotype observed in miR-155KI *i*NKT prompted us to further analyze the expression of *i*NKT cell cytotoxic markers, which were raised from *i*NKT1 cells. We found that the expression of CCL5 (*Ccl5*) and GZMA (*Gzma*) were significantly reduced in the miR-155KI *i*NKT NK1.1^–^ counterpart, suggesting the downregulated cytotoxic capability of *i*NKT cells from miR-155KI mice (Figure 3C).

**FIGURE 3:**
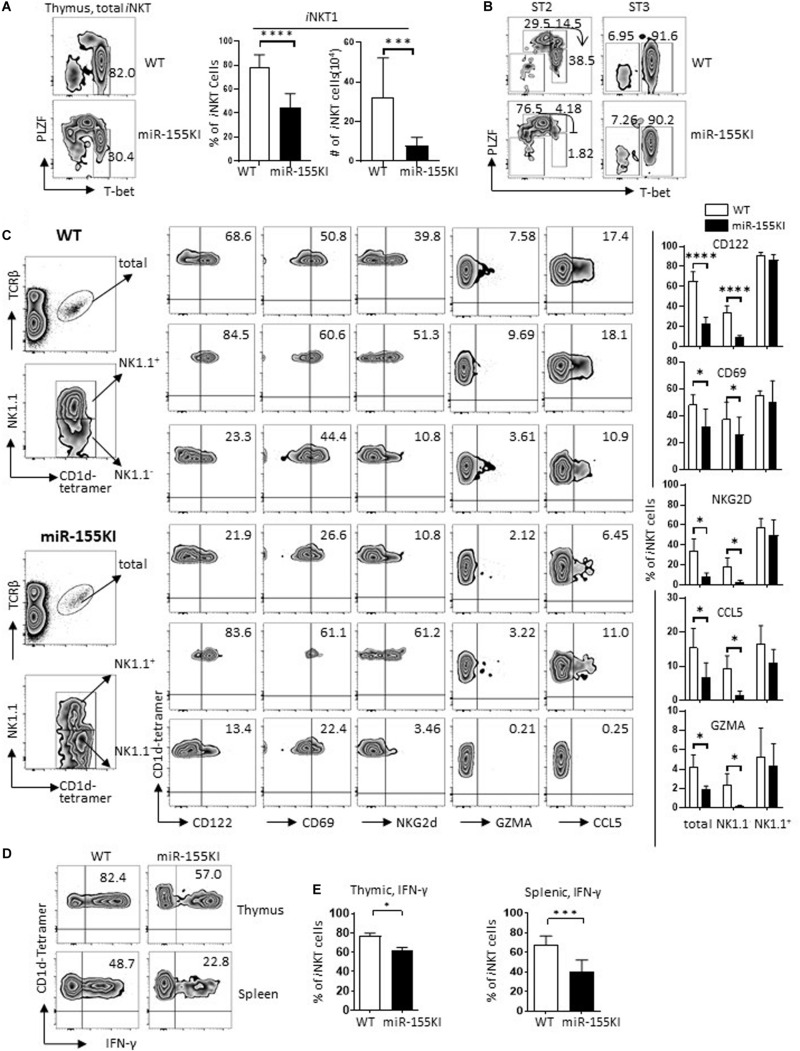
miR-155 overexpression interrupts *i*NKT1 cell differentiation. **(A)** Representative flow cytometry plots depicting *i*NKT1 (PLZF^lo^Tbet^+^) gated on total thymic *i*NKT cells. Bar graphs showing frequency (left) and absolute number (right) of *i*NKT1 cells from miR-155KI and WT controls. **(B)** Representative flow cytometry plots depicting *i*NKT1 (PLZF^lo^Tbet^+^) gated on stage 2 (ST2) and stage 3 (ST3) *i*NKT cells from miR-155KI mice and WT controls. **(C)** Representative flow cytometric plots depicting CD122, CD69, NKG2D, GZMA, and CCL5 expression in total thymic *i*NKT cells (top panel), NK1.1^+^ *i*NKT cells (middle panel), and NK1.1-*i*NKT cells (bottom panel) from miR-155KI mice (bottom) and WT controls (top). Bar graphs showing frequencies of CD122, CD69, NKG2D, GZMA, and CCL5 expression in indicated *i*NKT subsets from miR-155KI mice and WT controls. **(D)** Representative flow cytometry plots depicting IFN-γ production in thymic *i*NKT cells (top) and splenic *i*NKT cells (bottom) from miR-155KI mice and WT controls. **(E)** Bar graphs showing frequency of IFN-γ producing *i*NKT cells in thymus (left) and spleen (right) from miR-155KI and WT controls. Data are from at least five independent experiments. Data were analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.001.

To characterize the function of *i*NKT cells, total thymocytes and splenocytes from miR-155KI and WT mice were stimulated with PMA/Ionomycin for 4 hours *in vitro*. Consistent with their differentiation phenotype, IFN-γ production was significantly reduced in both thymic and splenic *i*NKT cells from miR-155KI mice (Figures 3D,E). Overall, *i*NKT cells with miR-155 overexpression showed remarkably suppressed *i*NKT1 cell differentiation and maturation. Therefore, the downregulation of miR-155 during thymic *i*NKT cell development is essential for *i*NKT1 cell differentiation and maturation.

### MiR-155 Overexpression Promotes *i*NKT2 Cell Differentiation

*i*NKT2 cells (PLZF^hi^) are typically located in stages 1/2 *i*NKT cell pool. Compared with WT, thymic *i*NKT cells from miR-155KI mice exhibited a significant increased PLZF level (Figure 4A). However, the increased level of PLZF could merely reflect an increased frequency of *i*NKT cells stuck at stages 1/2 (Figures 2C,D). To address this possibility, we evaluated PLZF expression at different developmental stages of *i*NKT cells. We found that PLZF was increased in all individual developmental stages (Figure 4B), ruling out the possibility that the increased PLZF level could be secondary to the accumulation of cells in stages 1/2, indicating that miR-155 overexpression promotes PLZF expression during *i*NKT cell development. Consistently, other *i*NKT2 cell signatures including GATA3 (*Gata3*) and IL17RB (*Il17rb*) (Lee et al., 2013; Kwon and Lee, 2017) were also increased in miR-155KI *i*NKT cells, especially in the stage 1/2 (NK1.1^–^) *i*NKT cell pool (Figures 4C,D). Given that *i*NKT2 cells in steady status have the ability to produce copious amounts of IL-4 (Lee et al., 2013), we then evaluated serum IL-4 level *via* ELISA. As expected, serum IL-4 levels was increased in miR-155KI mice (Figure 4E). In addition, upon PMA/Ionocymin *in vitro* stimulation, IL-4 production from thymic *i*NKT cells was significantly increased in miR-155KI mice compared with WT controls. However, IL-4 production was similar in splenic *i*NKT cells (Figures 4F,G). Even though a majority of *i*NKT2 cells produce IL-4, mature *i*NKT1 cells have the ability to produce IL-4 and IFN-γ simultaneously, and the comparable IL-4 production could be due to the compensatory result from dramatically increased *i*NKT2 and reduced *i*NKT1 cells in the miR-155KI spleen. In support of this possibility, we found that splenic *i*NKT cells producing only IL-4 were increased, while IL-4 and IFN-γ double producing splenic *i*NKT cells were reduced in miR-155KI, even though the overall IL-4 producing splenic *i*NKT cells were comparable between miR-155KI and WT mice (Figure 4H). The *i*NKT cell maturation defect that was identified in PLZF transgenic mice closely resembles the defective *i*NKT1 but elevated *i*NKT2 differentiation phenotypes that we observed in our miR-155KI mice (Savage et al., 2008). Therefore, our data indicate that miR-155 overexpression elevates PLZF expression, promoting *i*NKT2 differentiation but blocking *i*NKT1 differentiation and maturation.

**FIGURE 4:**
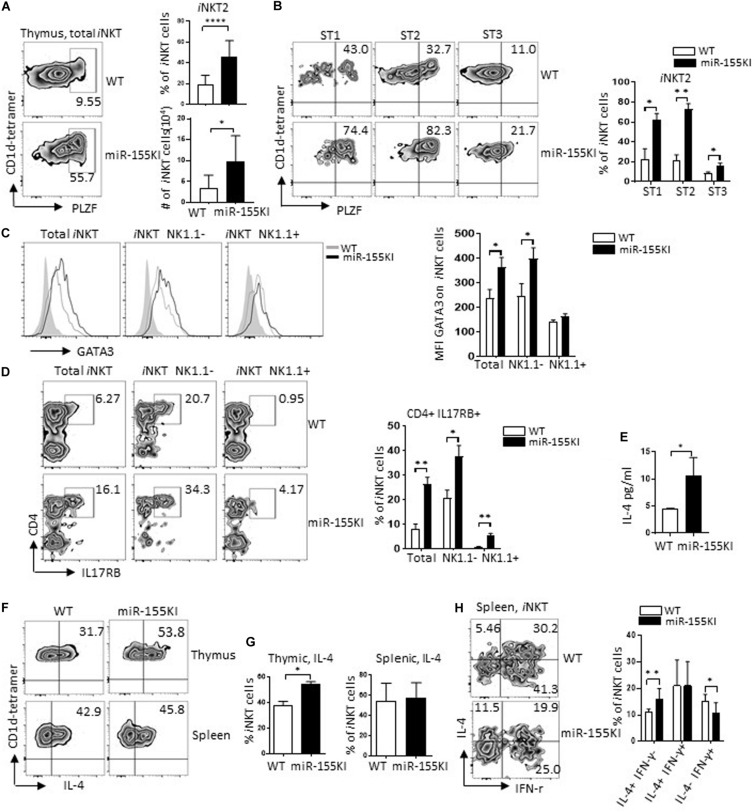
MiR-155 overexpression promotes *i*NKT2 cell differentiation. **(A)** Representative flow cytometry plots depicting *i*NKT2 (PLZF^hi^) in total thymic *i*NKT cells from miR-155KI and WT mice (left). Bar graphs showing frequency and absolute number of *i*NKT2 cells from miR-155KI and WT mice (right). **(B)** Representative flow cytometry plots depicting PLZF^hi^ *i*NKT cells (*i*NKT2) in different developmental stages of *i*NKT cell development from miR-155KI and WT mice (left). Bar graphs showing frequency of PLZF^hi^ *i*NKT cells (*i*NKT2) in stage 1 (ST1), stage 2 (ST2), and stage 3 (ST3) of *i*NKT cells from miR-155KI mice and WT controls (right). **(C)** Representative flow histogram depicting of GATA3 expression in total *i*NKT cells, NK1.1^–^, and NK1.1^+^ *i*NKT cells from miR-155KI (black line without shading) and WT (gray line without shading) mice (left). Bar graph showing mean fluorescence intensity (MFI) of GATA3 in indicated *i*NKT subsets from miR-155KI and WT mice. **(D)** Representative flow cytometry plots depicting CD4^+^ IL17RB^+^ *i*NKT cells, total *i*NKT cells, NK1.1^–^ and NK1.1^+^ *i*NKT cells from miR-155KI and WT mice (left). Bar graph showing frequency of CD4^+^ IL17RB^+^ *i*NKT cells in indicated *i*NKT subsets from miR-155KI and WT mice. **(E)** Bar graph showing IL-4 secretion in serum in miR-155KI and WT mice from one of two experiments and three mice from each group. **(F)** Representative flow cytometry plots depicting IL-4 production in thymic *i*NKT cells (top) and splenic *i*NKT cells (bottom) from miR-155KI and WT mice. **(G)** Bar graph shows frequency of IL-4 producing *i*NKT cells in thymus (left) and spleen (right) from miR-155KI and WT mice. **(H)** Representative flow cytometry plots depicting IL-4 and IFN-γ production in splenic *i*NKT cells from miR-155KI and WT mice. Bar graph shows frequencies of IL4^+^ IFN-γ^–^, IL-4^+^ IFN-γ^+^, and IL4-IFN-γ^+^ splenic *i*NKT cells from miR-155KI and WT mice. Data were from five independent experiments and analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ****P < 0.0001.

### MiR-155 Overexpression Interrupts *i*NKT17 Cell Differentiation

*i*NKT17 is a distinct subset of *i*NKT cells characterized by the expression of transcription factor RORγt (*Rorc*) (Constantinides and Bendelac, 2013). These cells differ from their classical *i*NKT1/2 counterparts by undergoing an alternative thymic pathway. The developmental stage at which *i*NKT17 cells and *i*NKT1/2 cells drift apart seems to be as early as CD4^+^CD8^+^ DP stage 0 (Michel et al., 2008). Here, we found that *i*NKT17 cells were dramatically reduced in miR-155KI mice, which can be observed at as early as stage 1 (Figures 5A,B). We then evaluated *i*NKT17 cells in lymph nodes due to the dramatic enrichment of *i*NKT17 cells in lymph node tissues. Consistent with the thymic *i*NKT17 phenotype, miR-155KI mice showed diminished *i*NKT17 cell frequencies in lymph nodes (Figure 5C). In support of the diminished thymus and peripheral *i*NKT17 phenotypes, IL-17 production induced by *in vitro* PMA/ionomycin stimulation was reduced significantly in both thymus and spleen *i*NKT cells from miR-155KI cells compared with WT (Figures 5D,E). These data indicate that overexpression of miR-155 interrupts *i*NKT17 lineage differentiation and IL-17 production.

**FIGURE 5:**
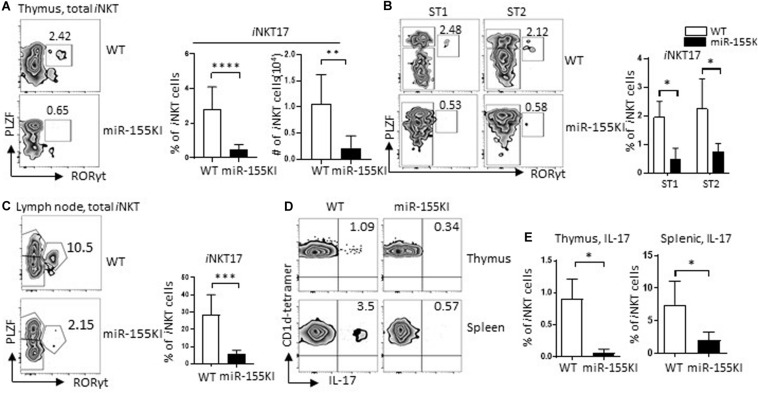
MiR-155 overexpression interrupts *i*NKT17 cell differentiation. **(A)** Representative flow cytometry plots depicting *i*NKT17 (PLZF^int^ RORγt^+^) in total *i*NKT cells from miR-155KI and WT mice (left). Bar graphs showing frequency and absolute number of *i*NKT17 cells from miR-155KI and WT mice (right). **(B)** Representative flow cytometry plots depicting *i*NKT17 cells in stages 1 (ST1) and 2 (ST2) of *i*NKT cells from miR-155KI and WT mice (left). Bar graph showing frequency of *i*NKT17 cells in ST1 and ST2 *i*NKT cells from miR-155KI and WT mice (right). **(C)** Representative flow cytometry plots depicting *i*NKT17 (PLZF^int^ RORγt^+^) in lymph node *i*NKT cells from miR-155KI and WT mice (left). Bar graph showing frequency of *i*NKT17 cells in lymph node from miR-155KI and WT mice (right). **(D)** Representative flow cytometry plots depicting IL-17 production in thymic *i*NKT cells (top) and splenic *i*NKT cells (bottom) from miR-155KI and WT mice. **(E)** Bar graphs showing frequency of IL-17 producing *i*NKT cells in thymus (left) and spleen (right) from miR-155KI and WT mice. Data are from at least three independent experiments. Data were analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### MiR-155 Overexpression Regulates Innate CD8 T Cell Development

The CD4Cre-mediated gene mutation occurred not only in *i*NKT cells and precursors but also in conventional T cells. To evaluate the role of miR-155 overexpression in conventional T cell development, we checked on the gross conventional T cell phenotypes with flow cytometry. Interestingly, miR-155KI mice showed increased frequencies and numbers of both CD8 single positive (CD8 SP) and CD4 SP T cells but decreased frequencies and numbers of DP T cells (Supplementary Figure 4A). Further analysis revealed increased regulatory T cell (Treg) frequencies in thymus CD4 SP T cells from miR-155KI mice compared with WT (Supplementary Figure 4B), which is consistent with a previous report (Kohlhaas et al., 2009). More interestingly, thymic CD8 SP T cells from miR-155KI mice contained significantly increased innate CD8 T cells, characterized by a relative high expression of CD44, CD122, CXCR3, and Eomes (Figure 6A and Supplementary Figure 4A), and dramatically higher IFN-γ production upon PMA/ionocymin stimulation (Figure 6B). However, conventional CD8 and innate CD8 T cell phenotypes were only observed in thymus and not in spleen T cells from miR-155 KI mice (Figures 6C,D and Supplementary Figure 4C). Considering that innate CD8 T cells are barely detectable in WT C57BL/6 thymus, their presence in miR-155KI could be attributed to the expansion of small numbers of IL-4-producing *i*NKT2 cells observed in miR-155KI mice.

**FIGURE 6:**
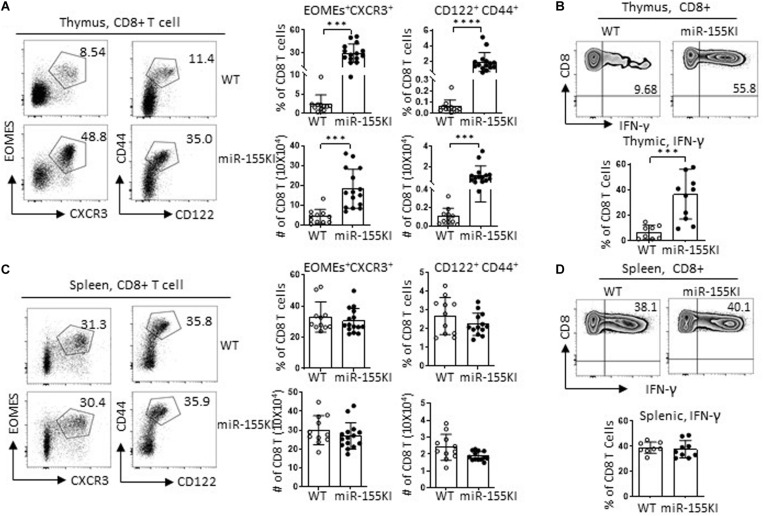
MiR-155 overexpression regulates innate CD8 T cell development. **(A,C)** Representative flow cytometry plots depicting innate CD8 T cells in thymic CD8 T cells and splenic CD8 T cells; CD8 T cells gating strategy are shown in Supplementary Figure 4. Innate CD8 T cells were identified as CXCR3^+^Eomes^+^ and CD44^hi^CD122^+^ left in thymus **(A)** and spleen **(C)**. Bar graphs showing frequency and absolute number of innate CD8 T cells in thymus **(A)** and spleen **(C)** from miR-155KI and WT mice (right). **(B,D)** Representative flow cytometry plots depicting IFN-γ production in thymic **(B)** and splenic **(D)** CD8^+^ T cells from miR-155KI and WT mice. Bar graphs showing frequency of IFN-γ^+^ CD8 T cells in thymus **(B)** and spleen **(D)** from miR-155KI and WT mice. Data are from at least four independent experiments. Each individual mouse is represented by a dot, and the data were analyzed by non-paired *t*-test. ***P < 0.001, ****P < 0.0001.

### Cell-Intrinsic Versus Extrinsic Effects of Defective *i*NKT Cells and Innate CD8 T Cells With MiR-155 Overexpression

The development of *i*NKT cells depends on positive selection from signals through glycolipids presented on DP thymocytes by the CD1d, as well as through homotypic interactions with the SLAM family receptors Slamf1 and Slamf6 (Griewank et al., 2007). In addition to the intrinsic factors of the *i*NKT precursors, the DP T cell-constituted thymic environmental changes induced by miR-155 overexpression may also have an impact on *i*NKT cell development and differentiation. Here, we found that CD1d, Slamf1, and Slamf6 expression were comparable in thymic DP T cells between miR-155KI and WT mice (Supplementary Figure 5A).

To further rule out the possibility of a thymic environmental defect in miR-155KI mice, we performed a mixed bone marrow (BM) chimera experiment. A 1:1 mixture of SJL (CD45.1^+^) BM with miR-155KI or WT littermate BM (CD45.2^+^) was transferred to lethally irradiated SJL/B6-recipient mice (CD45.1^+^CD45.2^+^) (Figure 7A). Eight weeks post-BM transfer, *i*NKT and T cell constitution and phenotypes were evaluated and compared. We found that *i*NKT cells that had originated from the miR-155 KI BM perfectly mimicked the defective *i*NKT cell phenotypes identified in primary miR-155 KI mice, as seen by *i*NKT cell frequency, maturation status, and functional lineage differentiation (Figures 7B–D). These results showed conclusively that the observed defects in *i*NKT cell development and differentiation were entirely cell intrinsic.

**FIGURE 7:**
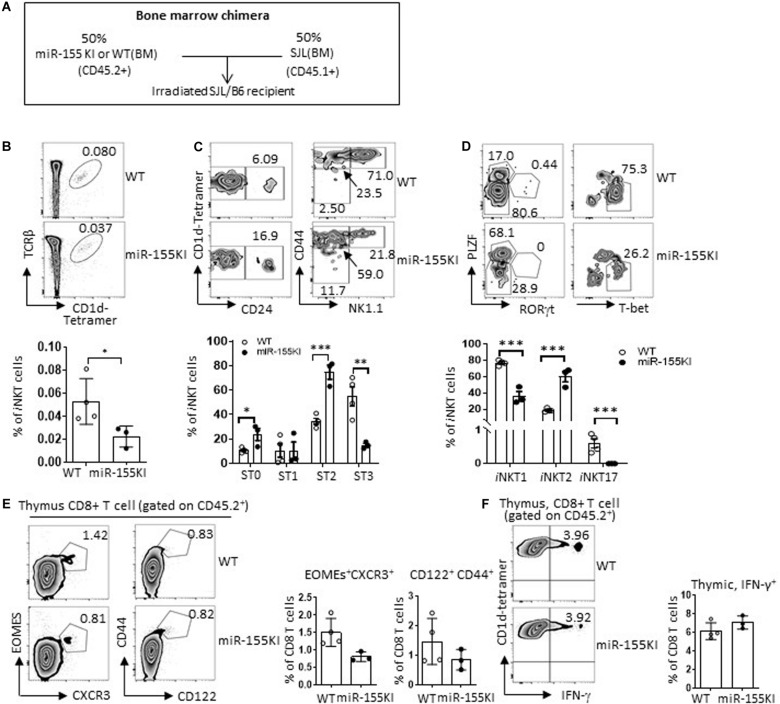
Cell-intrinsic versus extrinsic effects of defective *i*NKT cell with miR-155 overexpression. **(A)** Schematic representation of the mixed bone marrow chimera. **(B–D)** Donor bone marrows (BM) harvested from age- and gender-matched SJL (CD45.1^+^) mice and miR-155KI (CD45.2^+^) or WT (CD45.2^+^) mice with CD3 deletion were cotransferred at 1:1 ratio to 8-week-old B6.SJL recipient mice that were lethally irradiated. **(B)** Representative flow cytometry plots depicting *i*NKT cells in thymus derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (top), CD45.1 and CD45.2 gating strategy are provided in Supplementary Figure 5B. Bar graph showing frequency of *i*NKT cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (bottom). **(C)** Flow cytometry plots depicting the stage 0 (ST0, CD24^+^), stage 1 (ST1, CD24^–^ CD44^lo^NK1.1^–^), stage 2 (ST3, CD24^–^ CD44^hi^NK1.1^–^), and stage 3 (ST3, CD24^–^ CD44^hi^NK1.1^+^) gated on thymic *i*NKT cells. Bar graph showing frequencies of different stages of *i*NKT cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (bottom). **(D)** Flow cytometry plots depicting *i*NKT1 (PLZF^lo^T-bet^hi^), *i*NKT2 (PLZF^hi^), and *i*NKT17 (PLZF^int^RORγt^+^) cells (top). Bar graph showing frequencies of different subsets of *i*NKT cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (bottom). **(E)** Representative flow cytometry thymic innate CD8 T cells (CXCR3^+^Exomes^+^ and CD44^hi^CD122^+^) derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (left). Bar graph shows frequency of innate CD8 T cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (right). **(F)** Representative flow cytometry depicting IFN-γ production in thymic CD8 T cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (left). Bar graph showing frequency of IFN-γ^+^ thymic CD8 T cells derived from CD45.2^+^ WT and CD45.2^+^ miR-155KI BM (right). Data are from three independent experiments. Each individual mouse is represented by a dot, and the data were analyzed by unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

On the other hand, thymic CD8 SP T cells that had originated from miR-155KI BM showed an indistinguishable phenotype compared with WT BM based on the CD8 SP T frequencies, innate CD8 T cell marker expression, and IFN-γ production upon PMA/Ionomycin *in vitro* stimulation (Figures 7E,F). Therefore, the role of miR-155 in thymic innate CD8 T cell development is entirely cell extrinsic. This cell extrinsic feature of thymic innate CD8 T cell development is in perfect agreement with the observed enhanced thymic *i*NKT2 differentiation and IL-4 production, which is supported by multiple previous studies that showed that defective *i*NKT cell end-stage maturation is accompanied by an enhanced thymic innate CD8 T cell development (Lee et al., 2011).

### MiR-155 Regulates *i*NKT Cell and Innate CD8 T Cell Development by Targeting Multiple Genes

To identify the target molecules of miR-155 during *i*NKT thymic development and differentiation, we then performed an unbiased RNA-Seq analysis of sorted stage1/2 NK1.1^–^ *i*NKT cells and stage 3 NK1.1^+^ *i*NKT cells from miR-155KI and WT littermate mice. 

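RNA from sorted thymic *i*NKT cells was sequenced in 12 libraries, 3 from each of 4 groups, namely NK1.1- and NK1.1+ *i*NKT cells from WT and from miR-155KI mice, all listed as 7 weeks old in the sample labels. *i*NKT cells are T cells whose invariant TCR recognizes lipids presented by CD1d. In the mouse thymus the NK1.1+ pool holds mainly mature *i*NKT1 cells, and the NK1.1- pool holds *i*NKT2 cells, *i*NKT17 cells and immature *i*NKT cells. The miR-155KI mice carry a miR-155 cassette in the Rosa26 locus that Cre under the *Cd4* promoter switches on, and their thymocytes were depleted of CD8+ cells with magnetic beads before the sort on TCRβ, CD1d tetramer, NK1.1 and CD44. The methods of the paper name a TruSeq kit, while the sample labels name a SMART-Seq kit. The paper states that independent biological replicates were pooled, while the deposited tables give 3 separate libraries per group, which were taken here as separate samples. Neither source ties a library to named mice, so the p-values measure the spread between these libraries, part of which may be technical.
The authors deposited whole-number counts per gene and a table of CPM, which are counts scaled to the size of each library, aligned to GRCm38 (mm10) according to the submitters' processing notes, with the aligner and the counting program not given in the sources used here. The total count per library was 13967322 to 18338866 (median 16645501) in WT NK1.1- cells, 12819476 to 18347011 (median 18274359) in miR-155KI NK1.1- cells, 17857880 to 20518257 (median 20496962) in WT NK1.1+ cells and 14302160 to 18334380 (median 16481450) in miR-155KI NK1.1+ cells. miR-155KI and WT were compared within each pool with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Levels are given as TMM-normalized CPM, mean ± SD over the 3 libraries of a group. The libraries also differ in sex-linked RNA. *Xist*, transcribed from the inactive X chromosome of females, lay between 135 and 237 CPM in WT replicates 2 and 3 of both pools and at 12.6 and 11.4 CPM in WT replicate 1 of the NK1.1- and NK1.1+ pools, with all miR-155KI libraries below 135 CPM, and the Y-linked *Ddx3y* ran the other way (3.29 to 6.92 CPM in WT replicates 2 and 3 against 52.5 to 76.6 CPM in the others). The paper states that mice were gender-matched, and neither it nor the labels give a sex for a library.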

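In both pools the transcript that hosts miR-155, *Mir155hg*, was among the genes that rose most. It reached 141 ± 7.91 CPM in miR-155KI NK1.1- cells against 12.6 ± 2.37 CPM in WT NK1.1- cells (SD, n = 3 each), a log2 fold change of 3.49 (standard error 0.15, adjusted p = 8.28e-08 from edgeR's quasi-likelihood test), and the lowest miR-155KI library, at 133 CPM, lay above the highest WT library, at 14.5 CPM. In NK1.1+ cells it was 109 ± 15.9 CPM against 11.4 ± 0.398 CPM (SD, n = 3 each; log2 fold change 3.26, standard error 0.18, adjusted p = 3.31e-05 from edgeR). The counts do not tell transcripts of the cassette from those of the endogenous gene.
In the NK1.1- pool, 257 genes were higher and 200 were lower in miR-155KI cells among 13304 genes tested, at an adjusted p under 0.05 from edgeR. Among named genes with a mean of at least 10 CPM in one group, the largest rise was that of *Sostdc1*, a secreted inhibitor of BMP and Wnt signaling, from 3.01 ± 0.424 to 47.6 ± 9.82 CPM (SD, n = 3 each; log2 fold change 3.98, standard error 0.21, adjusted p = 5.56e-07 from edgeR). *Fabp7*, a fatty acid-binding protein, rose by a log2 fold change of 3.38, *Prg4*, a secreted proteoglycan, by 2.63, and *Pla2g7*, a lipase that inactivates platelet-activating factor, by 2.59. Large falls were those of *Pxdc1* (log2 fold change -3.38) and of genes of IL-17-producing cells, among them *Il23r*, a chain of the IL-23 receptor (-3.18), and *Serpinb1a*, a protease inhibitor (-2.92). Of the changed genes, 156 also lay past an absolute log2 fold change of 1.3, 77 higher and 79 lower.
In the NK1.1+ pool, 3 genes were higher and 0 were lower among 12991 genes tested with edgeR, while 1539 genes had an unadjusted p under 0.05. Besides *Mir155hg* these were *C1qa* and *C1qc*, chains of the complement protein C1q made by macrophages. *C1qa* was 36.2 ± 26.3 CPM in miR-155KI and 1.97 ± 0.502 CPM in WT cells (SD, n = 3 each; log2 fold change 4.19, adjusted p = 0.0286 from edgeR). Of 14 listed myeloid and dendritic cell markers tested, 12 had a higher and 2 a lower level, with a median log2 fold change of 2.76 (adjusted p = 3.13e-06 from limma's camera test, and adjusted p = 0.0907 with an estimated correlation) and of 1.40 without miR-155KI replicate 1. edgeR called 0 of the 14 over all genes and 3 higher when adjusted over the list alone, while 6 had an unadjusted p under 0.05. DESeq2 called 3 of the 17 markers that it tested.
DESeq2 called 960 genes in NK1.1- cells, and in NK1.1+ cells 166 higher and 150 lower. The NK1.1- count ran from 186 without miR-155KI replicate 1 to 917 without WT replicate 1 (369 higher and 548 lower), was 157 with WT replicate 1 as the only control, and the NK1.1+ count was 125 without WT replicate 1 (15 higher and 110 lower).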

Differential gene expression analysis revealed 248 down- and 234 upregulated genes (among 11,636 variables) in the NK1.1^–^ *i*NKT cell pool, and 26 down- and 52 upregulated genes (among 10,263 variables) in the NK1.1^+^ *i*NKT cell pool (Figure 8A). A vast number of genes in the NK1.1^–^ *i*NKT cell pool were dysregulated.

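In the NK1.1- pool the genes of the *i*NKT subsets moved in different directions. The pool is a mix of subsets, whose shares the paper found changed by flow cytometry. Counts of such a pool do not tell a change in shares from a change of RNA within cells. This limit holds for every gene measured in the pool, and shares were not tested here. Of 22 listed genes of *i*NKT2 cells, the IL-4-producing subset, 8 rose, 2 fell and 12 did not pass the test (10 higher and 2 lower when adjusted over the list alone). The genes that rose include *Pdcd1*, which encodes the inhibitory receptor PD-1 (log2 fold change 0.97, adjusted p = 2.17e-04 from edgeR), *Il17rb*, a chain of the IL-25 receptor (0.89), and *Slamf6*, a SLAM family receptor needed for *i*NKT cell development (0.83). The genes that fell were *Il4ra*, a chain of the IL-4 receptor (-1.42), and *Nfil3*, a transcription factor (-1.96). *Il4* itself had a log2 fold change of 0.46 (adjusted p = 0.0599 from edgeR) and *Gata3*, a transcription factor of type 2 responses, one of -0.02 (adjusted p = 0.961 from edgeR). The list as a whole shifted up with a median log2 fold change of 0.25 (adjusted p = 7.15e-06 from limma's camera test, and adjusted p = 0.0582 with an estimated correlation), and the median was 0.41 without WT replicate 3.
Of 22 genes of immature stage 0 and 1 *i*NKT cells, 6 were higher and 16 did not pass the test (8 higher and 3 lower when adjusted over the list alone). *Bcl6*, a transcriptional repressor, had a log2 fold change of 0.94 and *Egr2*, a transcription factor induced by TCR signals, one of 0.69 (adjusted p = 0.0238 and 0.0387 from edgeR). The median of the list was 0.07 and its mean -0.03, and camera placed the list up (adjusted p = 0.0426, and adjusted p = 0.455 with an estimated correlation), with a median of -0.02 without miR-155KI replicate 1. Its call also ended without WT replicate 1, WT replicate 3 or miR-155KI replicate 3 (adjusted p = 0.0533, 0.0601 and 0.112 from limma's camera) and with the replicate block (0.0728). Of 6 markers of gamma delta T cells, the T cell receptor gamma genes *Tcrg-C4* and *Trgv2* were higher, by 1.00 and 0.62 (4 higher when adjusted over the list alone; camera adjusted p = 4.36e-05, and adjusted p = 0.378 with an estimated correlation), and the median of 0.64 was 0.32 with the Y-linked to *Xist* ratio as a covariate (limma's camera adjusted p = 0.0709) and 0.35 with WT replicate 1 as the only control.
Of 30 proliferation genes only *Mcm2*, a subunit of the replicative helicase, passed the edgeR test over all genes, with a log2 fold change of -0.69, and 5 were lower when adjusted over the list alone. The median of the list was -0.26 (limma's camera adjusted p = 4.96e-05, and adjusted p = 0.568 with an estimated correlation), -0.15 without WT replicate 1, -0.46 without WT replicate 2, -0.44 without miR-155KI replicate 3 and -0.48 with WT replicate 1 as the only control. The medians of 25 histone genes and of 18 immediate early genes were -0.68 and -0.41 (limma's camera adjusted p = 7.63e-06 and 4.36e-05), and with an estimated correlation their adjusted p were 0.455 and 0.456, and the histone median was -0.45 without WT replicate 3. B cell markers, 14 of 14 lower in level, had a median of -0.62 and did not pass (limma's camera adjusted p = 0.0513). They passed with the replicate block (limma's camera adjusted p = 0.0113), and the median was 0.10 without WT replicate 1. In all, 14 of the 27 gene lists passed camera in the NK1.1- pool. The 14 include the targets marked in Supplementary Table 1, which the study chose on these libraries, and the genes of the knock-in locus and miR-155. The passing of these lists is not independent evidence. With an estimated correlation the smallest adjusted p was that of 0.0582, so that 0 lists passed, against 3 with limma's fry, which tests a list against no change. With WT replicate 1 as the only control, the medians of the stage 0 and 1 list and of the immediate early list were 0.22 and -0.07. With the covariate limma's camera called neither list (adjusted p = 0.356 and 0.134).

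**Figure D1:**
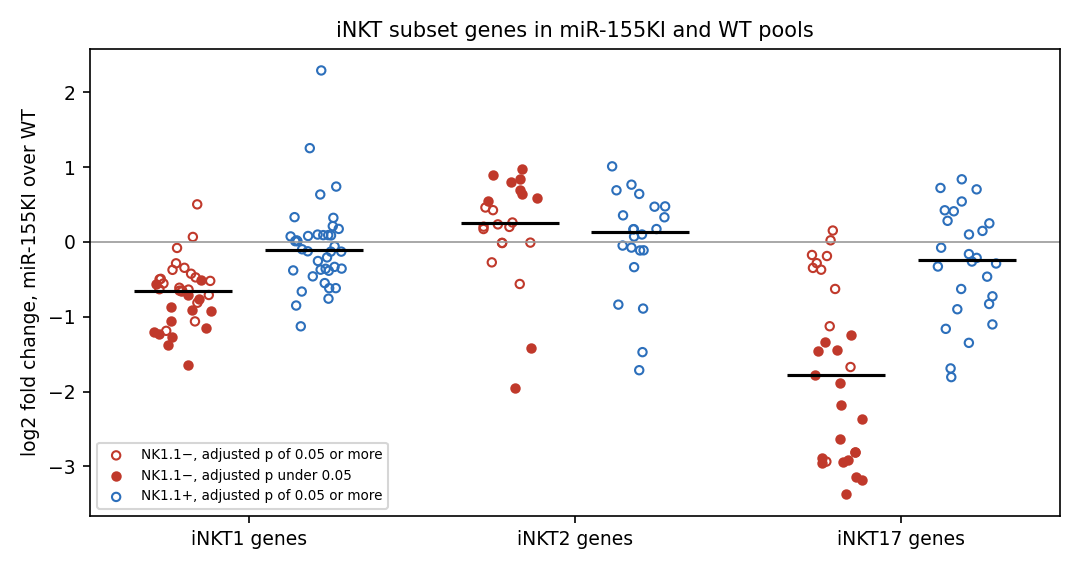
Log2 fold change (miR-155KI over WT, vertical axis) of each tested member of the *i*NKT1, *i*NKT2 and *i*NKT17 gene lists in NK1.1- (red) and NK1.1+ (blue) *i*NKT cells. Each circle is a gene, filled where edgeR's adjusted p was under 0.05, and horizontal bars are list medians, which in NK1.1- cells were -0.65, 0.25 and -1.78.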

**FIGURE 8:**
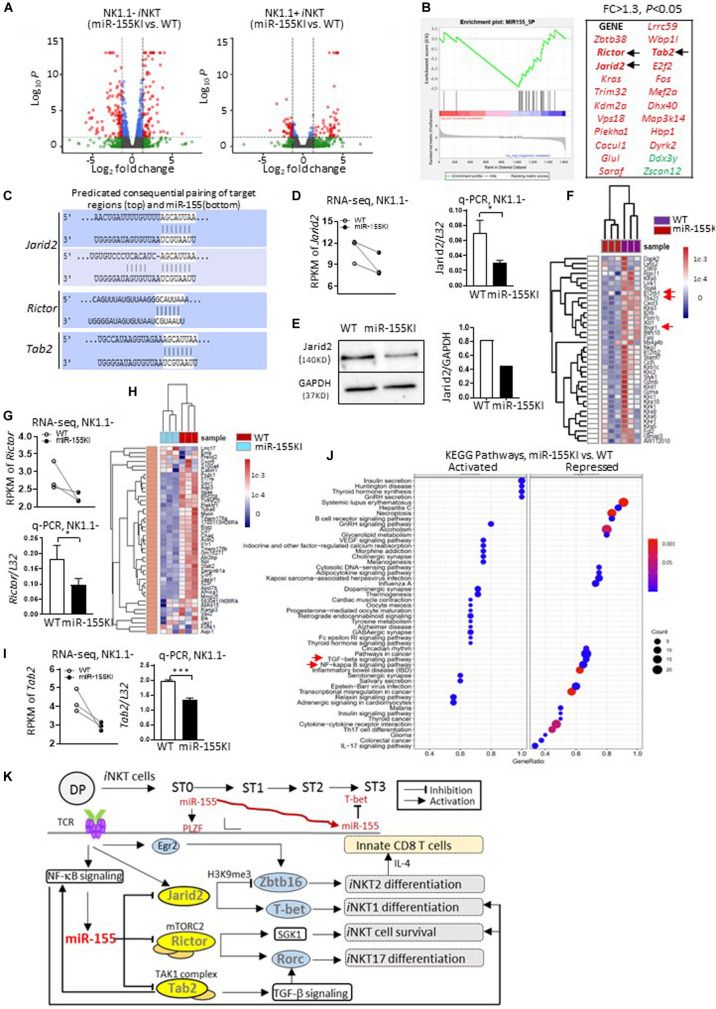
MiR-155 regulates *i*NKT cell and innate CD8 T cell development by targeting multiple genes. **(A)** Volcano plot shows significant differentially expressed genes from NK1.1^–^ (miR-155 KI vs. WT, left) and NK1.1^+^ (miR-155 KI vs. WT, right) RNA pools. **(B)** GSEA plot demonstrates enrichment of miR-155 target genes in miR-155KI cells. The *x*-axis represents the rank ordering (miR-155KI vs. WT) of all genes. A running GSEA enrichment score for miR-155 target genes is plotted along the rank order. MiR-155 target genes are individually identified with a black tick marker at their rank positions (also listed on the right in red). **(C)** The schematic representation of *Jarid2* (top), *Rictor*, and *Tab2* (bottom) binding sites with miR-155. **(D)** RPMK of *Jarid2* differences in WT and miR-155KI *i*NKT cells from RNA-seq. Each dot represents one sample (left). *Jarid2* relative expression in WT and miR-155KI *i*NKT cells from q-PCR (right). **(E)** Western blot analysis of Jarid2 protein in total thymocytes from miR-155KI and WT mice (left). Cropped images of Jarid2 and GAPDH have been used and the full scans of the entire original blots are available in the Supplementary Figure 6. Bar graph shows relative Jarid2 expression in miR-155 KI and WT mice (right). The experiment was reproduced two times with similar results. **(F)** Heat map comparing gene signatures for *i*NKT1 in *i*NKT cells from miR-155KI and WT mice: among these, *Il12rb1*, *Tbx21*, and *Ifngr1* are highlighted with red arrows. **(G)** RPMK of *Rictor* differences in WT and miR-155KI *i*NKT cells from RNA-seq. Each dot represents one sample (top). *Rictor* relative expression in WT and miR-155KI *i*NKT cells from q-PCR (bottom). **(H)** Heat map comparing gene signatures for *i*NKT17 in *i*NKT cells from miR-155KI and WT mice. **(I)** RPMK of *Tab2* differences in WT and miR-155KI *i*NKT cells from RNA-seq. Each dot represents one sample (left). *Tab2* relative expression in WT and miR-155KI *i*NKT cells from q-PCR (right) and data were analyzed by unpaired t-test. *P < 0.05, ***P < 0.001. **(J)** KEGG pathway analysis in NK1.1^–^ RNA pools (miR-155KI vs. WT). Left panel shows activated signaling pathways in miR-155KI *i*NKT cells; right panel showing repressed signaling pathways in miR-155KI *i*NKT cells. The TGF-β signaling pathway and NF-κB signaling pathway are highlighted with red arrows. **(K)** A schematic, speculative model of miR-155 regulation of *i*NKT cell and innate CD8 T cell development through targeting of multiple signaling molecules and pathways. miR-155, which is probably induced by TCR activation *via* NF-κB signaling, is gradually downregulated during *i*NKT cell maturation. At early stages, high levels of miR-155 further promote PLZF expression (*via* repressing *Jarid2*) on the basis of high levels of PLZF, which was initially induced by Egr2. Additionally, as *i*NKT cells develop, reduced miR-155 could release the repression of T-bet (*via* relieving *Jarid2*). On the other hand, miR-155 simultaneously inhibits Tab2 and NF-κB signaling pathways, therefore forming a negative feedback loop controlling *i*NKT1/2 differentiation. Meanwhile, reduced miR-155 could relieve the suppression of Rictor and TGF-β signaling pathways, which cooperate additively for the differentiation of the *i*NKT17 lineage and regulation of overall *i*NKT homeostasis.

To confirm a global dysregulation of miR-155 targets in miR-155KI mice, a FPKM-rank-ordered (miR-155KI vs. WT) list of genes was prepared and used as input for a preranked GSEA analysis (Subramanian et al., 2005) against an MsigDB miRNA target gene set (C3 miRNA v3.0; MSigDB). 

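Genes whose 3′ untranslated region (3′ UTR) carries the sequence AGCATTAA, the DNA form of the match to the miR-155 seed, were lower as a group in miR-155KI cells of both pools. In NK1.1- cells the median log2 fold change was -0.09 for 414 genes with the sequence and -0.00 for 11174 genes with an annotated 3′ UTR that lacks it, and 61.4% of the former against 50.6% of the latter were lower. The NK1.1+ medians were -0.13 for 417 genes and 0.02 for 10838 genes, and 61.2% against 47.5% were lower. The difference of the medians was -0.0859 in NK1.1- and -0.147 in NK1.1+ cells (p = 0.0125 and p = 5.20e-04 from limma's camera test, two-sided, which compares n = 414 and n = 417 genes with the others and treats genes, not libraries, as units). With an estimated correlation between genes the p was 0.219 in NK1.1- cells and 0.0337 in NK1.1+ cells. Set against genes matched for 3′ UTR length, GC content and expression that lack even its 6-base core, they gave a mean difference of -0.105 (standard error 0.0347) in NK1.1- and -0.125 (standard error 0.0417) in NK1.1+ cells, at p = 0.0014 and p = 0.0030 from permutation of signs over gene pairs, which are not independent replicates. The difference between the pools in this shift was 0.0557 and did not pass the test (limma's camera p = 0.344, n = 439 genes).
Of 31 genes reported elsewhere as miR-155 targets, 4 were lower in miR-155KI NK1.1- cells and 27 did not pass the test (10 lower when adjusted over the list alone), among them *Tspan14*, a tetraspanin (log2 fold change -0.81, adjusted p = 0.00104 from edgeR). *Ctla4*, an inhibitory receptor of T cells, had a log2 fold change of -1.58. The median of this list was -0.31 in NK1.1- and -0.40 in NK1.1+ cells (limma's camera adjusted p = 1.68e-06 and 2.68e-06), and with an estimated correlation the adjusted p were 0.318 and 0.298. The medians were -0.16 and -0.13 with WT replicate 1 as the only control, with the Y-linked to *Xist* ratio as a covariate -0.16 and -0.15, and without WT replicate 2 in NK1.1- and WT replicate 3 in NK1.1+ cells -0.20 and -0.26. The NK1.1- median with WT replicate 1 as the only control, -0.162382, is also the log2 fold change of *Jarid2* in that setting. The list thus appears to hold *Jarid2*, which Supplementary Table 1 marks and the study chose on these libraries. The shift of the list is not fully independent of that choice. In NK1.1+ cells, 9 members were lower and 1 was higher when adjusted over the list alone. Without WT replicate 2 the NK1.1- difference between genes with and without the sequence was -0.0618 (limma's camera p = 0.0681, n = 420 genes). With WT replicate 1 as the only control it was -0.106 in NK1.1- and -0.0807 in NK1.1+ cells.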

The significant association (*p* < 0.05; Kolmogorov–Smirnov test) was identified for genes within the miR-155 target gene set and confirmed a transcriptome-wide reduction of gene expression in miR-155KI NK1.1^–^ and NK1.1^+^ *i*NKT cell pools. With this strategy, we identified 21 predicted miR-155 targets that were significantly repressed in miR-155KI NK1.1^–^ *i*NKT cells (Figure 8B and Supplementary Table 1). However, no predicted miR-155 targets were identified in the NK1.1^+^ *i*NKT cell pool (data not shown). It is important to point out that neither *Itk* nor *Ets1* were in the downregulated gene list for both NK1.1^–^ and NK1.1^+^ *i*NKT cells in miR-155KI mice, even though both were previously reported as potential targets of miR-155 during *i*NKT cell development (Burocchi et al., 2015). Therefore, in subsequent experiments, we focused on the NK1.1^–^ *i*NKT cell pool for mechanistic analysis. Among these predicted target genes, we were particularly intrigued by the genes *Jarid2*, *Rictor*, and *Tab2*, all of which were shown to be significantly decreased in miR-155KI *i*NKT cells based on RNA-Seq data (Figure 8B). 

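All 22 genes of Supplementary Table 1 that are marked there as core targets had a lower level in miR-155KI NK1.1- cells, with a median log2 fold change of -0.59. At an adjusted p under 0.05 over all genes, edgeR called 6 of them lower, and adjusted over the list alone it called 22. This list was chosen by the study on these samples, so its direction and the second count are not independent evidence. The 6 genes are *Gabarapl1*, an autophagy protein of the Atg8 family, *Mef2a*, a transcription factor, *Lrrc59*, an endoplasmic reticulum protein, *E2f2*, a cell cycle transcription factor, the helicase gene *Dhx40* and *Tab2*. *Gabarapl1* fell furthest, from 21.1 ± 5.32 to 9.02 ± 1.65 CPM (SD, n = 3 each; log2 fold change -1.22, standard error 0.23, adjusted p = 0.0104 from edgeR), and *Mef2a* fell from 43.9 ± 6.38 to 26.1 ± 0.888 CPM (log2 fold change -0.75, standard error 0.15, adjusted p = 0.0157 from edgeR).
At an unadjusted p under 0.05 and a fold change over 1.3, the thresholds printed in Fig. 8B, all 22 were lower. Since the genes were chosen on these libraries, this count is not independent evidence either. No separate set test of the list is given for these libraries, since its genes were chosen on them. The list is among the 14 counted above as passing camera in NK1.1- cells, where its passing decides nothing. DESeq2 called 12 of the genes, the count of edgeR ran from 1 without WT replicate 2, or without miR-155KI replicate 1, to 14 without WT replicate 1, and it was 0 with WT replicate 1 as the only control. In that setting the WT arm is 1 library, so that the spread comes from the 3 miR-155KI libraries, DESeq2 was not run, 6 genes had an unadjusted p under 0.05 with a fold change over 1.3, and 20 of the 22 were lower, with a median of -0.39.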

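In the NK1.1+ pool, 19 of the same 22 genes had a lower level in miR-155KI cells, with a median log2 fold change of -0.43. With WT replicate 1 as the only control 14 had a lower level, with a median of -0.20, and with the Y-linked to *Xist* ratio as a covariate 15, with a median of -0.29. edgeR called 0 of them over all genes, as did DESeq2 and limma-voom (3 with no low-count filter), 8 when adjusted over the list alone, and 10 at an unadjusted p under 0.05 with a fold change over 1.3. The list was chosen by the study on its NK1.1- libraries. *Mef2a* was 43.1 ± 5.96 CPM in miR-155KI and 68.1 ± 8.40 CPM in WT NK1.1+ cells (SD, n = 3 each; log2 fold change -0.66, adjusted p = 0.262 from edgeR). As a set the list was lower than other genes (limma's camera adjusted p = 5.50e-07, and adjusted p = 0.298 with an estimated correlation). WT libraries of the same number deviated together in the NK1.1- and NK1.1+ pools, so this test is not independent of the choice of the list. The change of the list between the pools, tested as an interaction, had a median of -0.13 (limma's camera adjusted p = 0.114). This test uses the NK1.1- libraries on which the genes were chosen as lower, so it decides nothing. The dispersion between replicate libraries was larger in the NK1.1+ comparison than in the NK1.1- one (common biological coefficient of variation 0.370 against 0.211).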

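*Ets1*, the gene of a transcription factor needed for NK and *i*NKT cell development, was 414 ± 13.8 CPM in miR-155KI and 515 ± 54.6 CPM in WT NK1.1- cells (SD, n = 3 each; log2 fold change -0.31, standard error 0.10, adjusted p = 0.124 from edgeR). The level in NK1.1+ cells was 461 ± 22.4 CPM against 607 ± 33.1 CPM (SD, n = 3 each; log2 fold change -0.40, standard error 0.12, adjusted p = 0.272 from edgeR).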

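All 3 genes had a lower mean level in miR-155KI NK1.1- cells, and edgeR called 1 of them after adjustment over all genes. *Tab2*, an adaptor of the kinase TAK1, fell from 40.0 ± 6.52 to 25.4 ± 1.22 CPM (SD, n = 3 each; log2 fold change -0.66, standard error 0.16, adjusted p = 0.0382 from edgeR). *Jarid2*, a partner of the histone methyltransferase complex PRC2, was 120 ± 17.9 CPM against 164 ± 25.9 CPM (SD, n = 3 each; log2 fold change -0.45, standard error 0.14, adjusted p = 0.107 from edgeR, unadjusted p = 0.00718). *Rictor*, a subunit of the kinase complex mTORC2, was 29.5 ± 2.19 CPM against 40.2 ± 6.57 CPM (SD, n = 3 each; log2 fold change -0.45, standard error 0.16, adjusted p = 0.145 from edgeR, unadjusted p = 0.0135). Their log2 fold changes in NK1.1+ cells were -0.74 for *Tab2*, -0.71 for *Jarid2* and -0.39 for *Rictor* (adjusted p = 0.262, 0.260 and 0.515 from edgeR).
The call of *Tab2* was kept with DESeq2, its size factors in edgeR, the replicate block, at least 10 counts in every library, and without WT replicate 1 or 3. It was also kept with no low-count filter, without the robust option and with sex-linked genes left out (adjusted p = 0.00901, 0.0460 and 0.0328 from edgeR). The call was lost without WT replicate 2 (log2 fold change -0.52, adjusted p = 0.166 from edgeR) and without any 1 of the miR-155KI libraries, where the adjusted p was between 0.0838 and 0.122 from edgeR. It was lost with the Y-linked to *Xist* ratio as a covariate (-0.59, adjusted p = 0.340 from edgeR) and with all 12 libraries in one fit (-0.64, adjusted p = 0.124 from edgeR). The same held with limma-voom (-0.64, adjusted p = 0.0595) and with limma on log2(CPM + 1) or log2(CPM + 0.1) (-0.58 and -0.60, adjusted p = 0.0543 and 0.0539). With WT replicate 1 as the only control the log2 fold change was -0.58. The paper's grounds include lower RNA of these genes by sequencing and PCR, and predicted miR-155 sites in their 3′ UTRs. They also include lower Jarid2 protein in total thymocytes, higher PLZF and lower *Sgk1*. The paper further cites the likeness of the miR-155KI phenotype to earlier reports of *Jarid2* and of *Rictor* deletion. It concludes that miR-155 acts on *i*NKT1 and *i*NKT2 differentiation through *Jarid2* and on *i*NKT17 differentiation through *Rictor*.

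**Figure D2:**
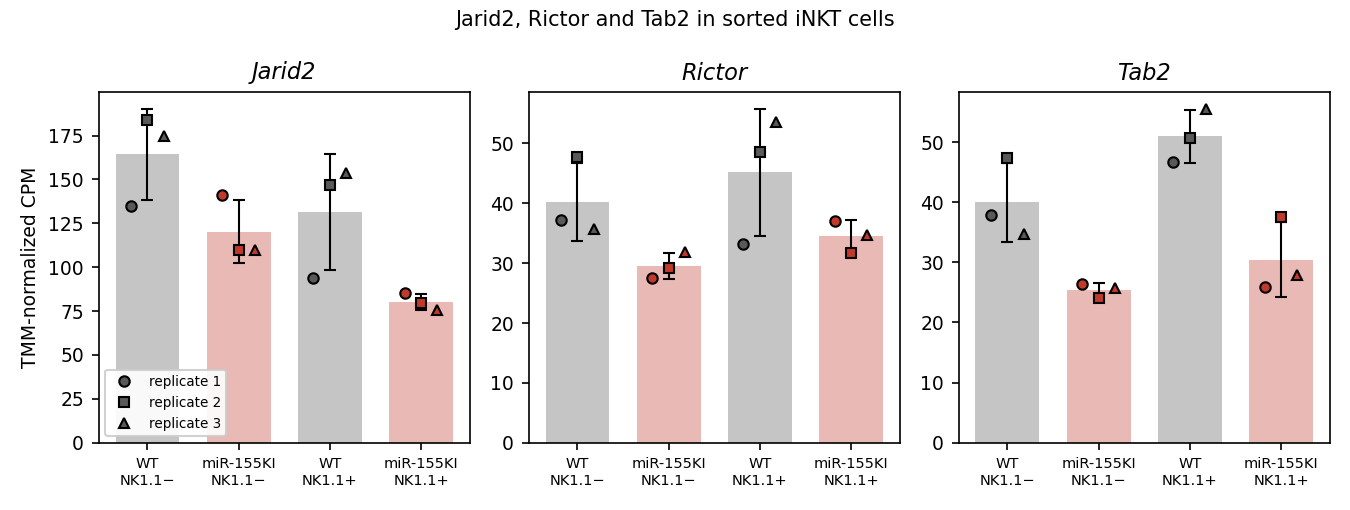
TMM-normalized CPM (vertical axis) of *Jarid2*, *Rictor* and *Tab2* in WT and miR-155KI NK1.1- and NK1.1+ *i*NKT cells. Bars are means, error bars are SD, and symbols are the 3 replicate libraries. In NK1.1- cells all miR-155KI libraries lie below all WT libraries for *Tab2* (highest 26.3 against lowest 34.7 CPM), while for *Jarid2* WT replicate 1, at 135 CPM, lies below miR-155KI replicate 1, at 141 CPM.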

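*Jarid2* (ENSMUSG00000038518.15) lies on the forward strand of chromosome 13 of GRCm38, from 44729474 to 44921643. Its annotated 3′ UTR of 1043 nt holds the 8-base match AGCATTAA at 44920093 to 44920100, position 141 of the 3′ UTR (AACTGATTTTGTTTTAGCATTAAACT in context), and again at 44920866 to 44920873, position 914 (TGTGTCCCTCACATCAGCATTAATCT). *Rictor* (ENSMUSG00000050310.9) lies on the forward strand of chromosome 15, from 6708379 to 6800401. Its 3′ UTR of 4165 nt holds the 7-base match GCATTAA at 6800329 to 6800335, position 4093, close to the end of the transcript (ACAGTTTATGTTAAGGGCATTAAAGC). *Tab2* (ENSMUSG00000015755.16) lies on the reverse strand of chromosome 10, from 7905653 to 7956230, and its 3′ UTR of 1782 nt holds AGCATTAA at 7906691 to 7906698, position 737 (TGCCATAAGGTAGAAAGCATTAATGA, read on the strand of the transcript). Positions are counted from 1 at the 5′ end of the annotated 3′ UTR, and the sites were found by an exact search of the GENCODE annotation, which uses no conservation or pairing outside the seed.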

In support of the roles of *Jarid2*, *Rictor*, and *Tab2* as targets of miR-155, there are two predicted miR-155 binding sites in the 3′ UTR of *Jarid2*; one predicated miR-155 sites in the 3′ UTR of *Rictor*; and one predicated miR-155 sites in the 3′ UTR of *Tab2* (Dianalab algorithm, Figure 8C).

*Jarid2* is a member of the JmjC domain-containing protein family, a novel component of polycomb repressive complex 2 (PRC2). A previous study confirmed that *Jarid2* is a negative regulator of *Zbtb16* (encode PLZF) mediated by H3K9me3 demethylation (Pereira et al., 2014). Indeed, *i*NKT cells from miR-155KI mice showed down regulated expression of *Jarid2*, which was verified *via* q-PCR (Figure 8D), but increased expression of PLZF (Figures 4A,B). 

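The 3 WT libraries of NK1.1- cells held 135, 184 and 175 CPM of *Jarid2* and the 3 miR-155KI libraries 141, 110 and 110 CPM. Without WT replicate 1 the log2 fold change was -0.57 (adjusted p = 0.0188 from edgeR), and with WT replicate 1 as the only control it was -0.16. The WT libraries of NK1.1+ cells held 93.6, 147 and 154 CPM and the miR-155KI libraries 85.2, 79.7 and 75.7 CPM.
*Zbtb16*, the gene of the transcription factor PLZF that directs innate-like T cell development, was 551 ± 109 CPM in miR-155KI and 479 ± 42.5 CPM in WT NK1.1- cells (SD, n = 3 each; log2 fold change 0.20, standard error 0.14, adjusted p = 0.476 from edgeR), and its log2 fold change in NK1.1+ cells was -0.11 (adjusted p = 0.828 from edgeR). The NK1.1- log2 fold change lay between 0.05 and 0.33 with 1 library left out. Of 11 genes of PRC2 and its partners tested in NK1.1- cells, 0 passed the edgeR test over all genes, and 3 were lower when adjusted over the list alone. The median of that list was -0.33 (limma's camera adjusted p = 0.0105, and adjusted p = 0.378 with an estimated correlation). It was -0.21 without WT replicate 2 and -0.19 with WT replicate 1 as the only control. With the Y-linked to *Xist* ratio as a covariate it was -0.22 (limma's camera adjusted p = 0.199).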

In support of decreased *Jarid2* expression in *i*NKT cells, thymocytes from miR-155KI mice showed a pronounced reduction in Jarid2 protein levels (Figure 8E and Supplementary Figures 6A,B). More importantly, the *i*NKT phenotype of T cell-specific *Jarid2* deletion closely resembled what was observed in miR-155KI mice, as judged by the disturbed *i*NKT1/2 cells differentiation and increased thymic innate CD8 T cell development (Pereira et al., 2014). 

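Of 36 genes of *i*NKT1 cells, the IFN-γ-producing subset, 14 fell and 22 did not pass the test in miR-155KI NK1.1- cells (25 lower and 1 higher when adjusted over the list alone). The median log2 fold change of the list was -0.65. *Cxcr3*, a chemokine receptor of type 1 cells, fell from 180 ± 11.3 to 78.1 ± 17.1 CPM (SD, n = 3 each; log2 fold change -1.21, standard error 0.15, adjusted p = 7.43e-04 from edgeR). *Ifng* itself had a log2 fold change of -1.38 (adjusted p = 0.00898 from edgeR), *Il18rap*, a chain of the IL-18 receptor, one of -1.64, *Xcl1*, a chemokine, one of -0.92, and *Il2rb*, a chain of the IL-2 and IL-15 receptors, one of -0.51. *Klrb1c*, which encodes NK1.1, the marker on which the cells were sorted, had a log2 fold change of -0.71. Camera placed the list below other genes (adjusted p = 1.23e-21, and adjusted p = 0.318 with an estimated correlation). Over 38 genes in NK1.1+ cells the median was -0.11 and limma's camera did not call the list (adjusted p = 0.248). It did without miR-155KI replicate 2 (median -0.32, adjusted p = 0.00796) and without WT replicate 3 (-0.16, adjusted p = 0.0109). The list was also called with the Y-linked to *Xist* ratio as a covariate (-0.15, adjusted p = 0.0112 from limma's camera). The median was 0.15 without miR-155KI replicate 1. With WT replicate 1 as the only control it was -0.26, and 1 WT library allows no call. The change between the pools had a median of -0.52 (limma's camera adjusted p = 1.62e-13 for the interaction, and adjusted p = 0.329 with an estimated correlation).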

Consistently, RNA-seq showed that a cluster of *i*NKT1 signature genes were downregulated in miR-155KI *i*NKT cells (Figure 8F). Among these, we found that *i*NKT cells with miR-155 KI showed interrupted *Ifngr1* and *Il12rb1* expression (Figure 8F). 

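*Ifngr1*, the ligand-binding chain of the IFN-γ receptor, fell in NK1.1- cells from 130 ± 28.0 to 58.7 ± 4.10 CPM (SD, n = 3 each; log2 fold change -1.15, standard error 0.15, adjusted p = 0.00100 from edgeR), and its highest miR-155KI library, at 61.2 CPM, lay below its lowest WT library, at 103 CPM. *Il12rb1*, a chain of the IL-12 receptor, was 117 ± 11.0 CPM against 152 ± 3.37 CPM (SD, n = 3 each; log2 fold change -0.37, standard error 0.11, adjusted p = 0.0827 from edgeR). *Il12rb2*, the other chain of that receptor, had a log2 fold change of -1.27 (adjusted p = 0.0223 from edgeR). *Tbx21*, the gene of T-bet, fell from 139 ± 15.0 to 59.2 ± 12.2 CPM (log2 fold change -1.23, standard error 0.15, adjusted p = 7.76e-04 from edgeR). The log2 fold changes in NK1.1+ cells were -0.76 for *Ifngr1*, 0.01 for *Il12rb1* and -0.10 for *Tbx21*, with adjusted p of 0.230, 0.995 and 0.902 from edgeR.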

Given that IFN-γ and IL-12 signaling promote T-bet expression during Th1 differentiation (Zhu et al., 2012), the impaired IFN-γ and IL-12 signaling pathway may be the direct molecular mechanism for the interrupted T-bet expression and *i*NKT1 differentiation.

These data suggested that miR-155 inhibits *Jarid2*, which negatively regulates PLZF expression to control *i*NKT development, *i*NKT1/2 lineage differentiation, and secondary innate CD8 T cell development. Even though the data overwhelmingly supported the dominant target role of *Jarid2* in the defective *i*NKT cell phenotypes in miR-155KI mice, the downregulation of *Jarid2* does not explain all the *i*NKT phenotypes observed in miR-155KI mice, such as defective *i*NKT cell survival and diminished *i*NKT17 lineage differentiation. As one miRNA could target multiple genes in one cell setting, *Rictor* attracted our attention as another potential target of miR-155 in *i*NKT cells (Figures 8B,C). *Rictor* is an obligatory component of mechanistic target of rapamycin (mTOR) complex 2 mTORC2 (Laplante and Sabatini, 2009). Here, we found that *Rictor* expression was dramatically reduced in miR-155KI *i*NKT cells, and this result was verified *via* q-PCR (Figure 8G). 

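For *Rictor*, the 3 WT libraries of NK1.1- cells held 37.1, 47.8 and 35.8 CPM and the 3 miR-155KI libraries 27.5, 29.2 and 31.9 CPM, so that each miR-155KI library lay below each WT library. With WT replicate 1 as the only control the log2 fold change was -0.33. Among NK1.1+ cells, WT libraries held 33.3, 48.6 and 53.7 CPM and the miR-155KI libraries 37.1, 31.7 and 34.8 CPM. Of 17 genes of mTORC2 and its direct pathway in NK1.1- cells, 2 were lower and 15 did not pass the test (3 lower when adjusted over the list alone). The 2 genes are *Ndrg1*, whose protein is a substrate of the kinase SGK1, from 27.9 ± 2.63 to 12.0 ± 2.82 CPM (SD, n = 3 each; log2 fold change -1.21, standard error 0.20, adjusted p = 0.00424 from edgeR), and *Foxo3*, a transcription factor that AKT inactivates, from 65.7 ± 16.0 to 37.9 ± 1.94 CPM (log2 fold change -0.79, standard error 0.17, adjusted p = 0.0229 from edgeR). The list as a whole, with a median of -0.06, did not pass limma's camera (adjusted p = 0.132).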

The deletion of *Rictor* selectively abolished the *i*NKT17 lineage, as indicated by a marked reduction of RORγt and IL-17 expression (Wei et al., 2014; Sklarz et al., 2017). Alternatively, *i*NKT cells with *Rictor* deletion have been shown to have defective survival during development (Sklarz et al., 2017). Interestingly, these defective *i*NKT phenotypes are highly reminiscent of what was observed in miR-155KI mice, particularly with regard to diminished *i*NKT17 lineage differentiation. Of interest, the global *i*NKT17 signature genes were significantly downregulated in miR-155KI *i*NKT cells (Figure 8H). 

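Of 29 genes of *i*NKT17 cells, the IL-17-producing subset, 18 fell and 11 did not pass the test in miR-155KI NK1.1- cells (23 lower when adjusted over the list alone). The median log2 fold change of the list was -1.78. *Il17a* fell from 10.6 ± 8.45 to 1.18 ± 0.333 CPM (SD, n = 3 each; log2 fold change -3.14, standard error 0.58, adjusted p = 0.0207 from edgeR). The surface proteoglycan gene *Sdc1*, which encodes CD138, had a log2 fold change of -2.96, the IL-17 receptor chain gene *Il17re* one of -2.81, and *Il1r1*, the receptor of IL-1, one of -2.81. Camera placed the list below other genes (adjusted p = 2.22e-39, and adjusted p = 0.0582 with an estimated correlation). With WT replicate 1 as the only control the median was -1.64. The paper reports fewer *i*NKT17 cells in miR-155KI mice, and these counts do not tell fewer such cells from less RNA per cell.
Over 26 genes of the list in NK1.1+ cells the median was -0.24 (limma's camera adjusted p = 0.0361, and adjusted p = 0.484 with an estimated correlation), and the call ended without WT replicate 1, WT replicate 2 or miR-155KI replicate 3 (limma's camera adjusted p = 0.116, 0.167 and 0.287). The change between the pools had a median of -1.14 (limma's camera adjusted p = 1.62e-13 for the interaction, and adjusted p = 0.0514 with an estimated correlation).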

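*Sgk1*, a kinase activated by mTORC2, was 19.6 ± 1.37 CPM in miR-155KI and 30.9 ± 5.53 CPM in WT NK1.1- cells (SD, n = 3 each). This is a log2 fold change of -0.66 (standard error 0.17, adjusted p = 0.0525 from edgeR, unadjusted p = 0.00190), and the highest miR-155KI library, at 21.2 CPM, lay below the lowest WT library, at 25.5 CPM. DESeq2 placed *Sgk1* under an adjusted p of 0.05. In NK1.1+ cells it was 70.8 ± 18.5 CPM in miR-155KI and 60.0 ± 18.8 CPM in WT (SD, n = 3 each; log2 fold change 0.24, standard error 0.26, adjusted p = 0.771 from edgeR). This log2 fold change lay between 0.005 and 0.46 with 1 library left out.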

Strikingly, the expression of *Sgk1*, a cell survival kinase and the downstream molecule of Rictor/mTORC2 (Lang and Cohen, 2001; Loffing et al., 2006), was found to be significantly reduced in miR-155KI *i*NKT cells, as determined by RNA-Seq (data not shown). These data strongly support the idea that miR-155 inhibits *i*NKT17 lineage differentiation and controls *i*NKT survival through targeting *Rictor*. Thus, downregulation of miR-155 to derepress *Rictor* during *i*NKT thymic development may be necessary for overall *i*NKT development and *i*NKT17 lineage differentiation.

Furthermore, we found that *Tab2* (TGF-β activated kinase 1-binding protein 2), one of the predicted targets of miR-155, was also repressed in miR-155 KI *i*NKT cells (Figures 8B,C,I). 

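Single NK1.1- libraries of WT mice held 37.9, 47.3 and 34.7 CPM of *Tab2* and those of miR-155KI mice between 24.04 and 26.3 CPM. The NK1.1+ libraries of WT mice held 46.7, 50.7 and 55.5 CPM and the miR-155KI libraries 25.9, 37.6 and 27.9 CPM, so that in both pools each miR-155KI library lay below each WT library. The separation of 3 libraries from 3 has the smallest p that an exact permutation test allows in this design, 0.1. In WT cells *Tab2* had a log2 fold change of 0.40 between NK1.1+ and NK1.1- cells (standard error 0.15, adjusted p = 0.0830 from edgeR), and with the replicate number as a block one of 0.41 (adjusted p = 0.0345 from edgeR).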

*Tab2* is required for transforming growth factor-β-activated kinase 1 (TAK1)-dependent signaling pathways, including the transforming growth factor-β (TGF-β) signaling pathway and the NF-κB signaling pathway (Takaesu et al., 2000; Kanayama et al., 2004; Hu et al., 2014; Tan et al., 2015), both of which are critical for *i*NKT cell development at multiple levels (Sivakumar et al., 2003; Vallabhapurapu et al., 2008; Havenar-Daughton et al., 2012). In support of this notion, our KEGG pathway analysis revealed that both the NF-κB and the transforming growth factor-β (TGF-β) signaling pathways were partially inhibited in miR-155KI *i*NKT cells (Figure 8J and Supplementary Figures 7A,B). 

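Of 58 genes of the NF-κB pathway tested in NK1.1- cells, 4 were lower, 2 were higher and 52 did not pass the test (9 lower and 3 higher when adjusted over the list alone). The lower genes besides *Tab2* were *Traf1*, an adaptor of TNF receptors (log2 fold change -0.53, standard error 0.12, adjusted p = 0.0282 from edgeR), *Bcl2a1d*, a survival gene with near-identical copies that can share its reads (-0.58), and *Il1r1*. *Il1r1* is also given above among the *i*NKT17 genes. The higher genes included *Tnfsf11*, the cytokine RANKL (0.96, standard error 0.13, adjusted p = 0.00104 from edgeR). The median of the list was -0.20 (limma's camera adjusted p = 0.00556, and adjusted p = 0.455 with an estimated correlation). With the Y-linked to *Xist* ratio as a covariate it was 0.01 (limma's camera adjusted p = 0.621). With WT replicate 1 as the only control it was 0.02, and without WT replicate 3 it was -0.13. The median in NK1.1+ cells was -0.23 (limma's camera adjusted p = 1.40e-04, and adjusted p = 0.298 with an estimated correlation). With the covariate it was -0.07 (limma's camera adjusted p = 0.261), and with the single control -0.06.
Of 42 genes of the TGF-β pathway, 3 were lower, 1 was higher and 38 did not pass the test in NK1.1- cells (3 lower and 3 higher when adjusted over the list alone). *Smad7*, an inhibitor of TGF-β signaling that the pathway itself induces, had a log2 fold change of -1.09 (standard error 0.26, adjusted p = 0.0457 from edgeR) and *Bmp7*, a BMP ligand, one of -0.76, while *Id3*, an inhibitor of E proteins, had one of 0.53. The list did not pass limma's camera in NK1.1- cells (median 0.01, adjusted p = 0.407). The NK1.1+ median was -0.25 (limma's camera adjusted p = 0.00274, and adjusted p = 0.298 with an estimated correlation). It was -0.16 without WT replicate 3 and -0.17 without miR-155KI replicate 1 (limma's camera adjusted p = 0.0506 for the latter). With the covariate it was -0.14 (limma's camera adjusted p = 0.129), and with the single control -0.05.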

Taken together, it is fair to conclude that miR-155 regulates *i*NKT1/2 cell differentiation and secondary innate CD8 T cell development by targeting *Jarid2* and controls *i*NKT17 differentiation and *i*NKT homeostasis by targeting *Rictor.* Additionally, miR-155 modulates the NF-κB signaling pathway and TGF-β signaling pathway during *i*NKT cell maturation and cell function (Figure 8K).

## Discussion

MiR-155 was one of the first discovered mammalian miRNAs and is expressed in a variety of immune cells. Extensive studies have revealed the complex and versatile functions of miR-155 in different immune cells. In B cells, miR-155 overexpression leads to the transformation and development of lymphoma (Costinean et al., 2006), which is correlated with the role of miR-155 in human hematopoietic cancers (Eis et al., 2005; Kluiver et al., 2007). In T cells, miR-155 has been reported to regulate cell lineage decisions, where it suppresses Th2 differentiation (Rodriguez et al., 2007), promotes autoimmune inflammation by enhancing inflammatory T cell development (O’Connell et al., 2010), enhances the effector CD8 T cell immunity, and restrains central memory CD8 differentiation in response to viruses and during cancer (Almanza et al., 2010; Tsai et al., 2013). In the current study, we showed the essential role of dynamic miR-155 expression in the development, differentiation, and homeostasis of *i*NKT cells. Overexpression of miR-155 perturbed *i*NKT1 but promoted *i*NKT2 differentiation by targeting *Jarid2*, the component of a negative epigenetic regulator of PLZF, while miR-155 restrained *i*NKT17 differentiation by targeting *Rictor*, an obligatory component of mTORC2. Our discovery adds further complexities of miR-155-mediated immune regulation and emphasizes the cell type, developmental, and differentiation stage-specific regulation characteristics and molecular mechanisms of miR-155-mediated immune regulation.

PLZF is a signature transcription factor of the *i*NKT cell lineage. PLZF directs the *i*NKT cell effector program, lineage differentiation, and function and affects cell migratory properties (Kovalovsky et al., 2008; Savage et al., 2008). Previous studies have revealed the molecular network regulating PLZF expression. Egr2, one of the earliest transcription factors induced by TCR signaling, directly binds to and activates the PLZF promoter, resulting in PLZF expression that provides a link between TCR signaling and cell fate determination in *i*NKT cells (Seiler et al., 2012). During thymic *i*NKT development, the dynamic upregulation of let-7 miRNA is involved in the gradual downregulation of PLZF and *i*NKT1 differentiation and maturation (Pobezinsky et al., 2015). Our current study indicates that miR-155 regulates *i*NKT cell lineage differentiation through targeting *Jarid2*, which epigenetically restricts the expression of PLZF, further expanding the complexity of the molecular networks in controlling PLZF and *i*NKT cell differentiation and maturation. Previous studies have indicated that either Egr2 or Jarid2 and miR-155 are upregulated by TCR activation (Seiler et al., 2012; Pereira et al., 2014), and that Jarid2 and Egr2 may counter-regulate PLZF expression in *i*NKT cells. Nevertheless, the magnitude of the exponential surge of Egr2 expression far outweighs the slight upregulation of *Jarid2* after TCR activation, which indicates the dominant regulatory role of Egr2 in the initial PLZF transcriptional boost and in the early stages of *i*NKT cell development and effector programs (Pereira et al., 2014). However, epigenetic regulation, including *Jarid2* elevation resulting from miR-155 downregulation and IL-15-promoted Let-7 expression are critically involved in the gradual downregulation of PLZF, which is essential for *i*NKT1 differentiation and maturation (Pobezinsky et al., 2015). These may also explain why knockdown of miR-155 does not significantly interrupt PLZF expression or development and differentiation of *i*NKT cells, in which miR-155 deletion-mediated *Jarid2* elevation may not be enough to perturb the early PLZF boost dominated by the Egr2 surge.

MiR-155 transcription was reported to be positively regulated through NF-κB signaling pathway. Therefore, the upregulation of miR-155 after TCR activation during the early *i*NKT developmental stage may be mediated through the NF-κB signaling pathway. Nevertheless, *i*NKT cells with miR-155 overexpression showed downregulated NF-κB signaling pathway, possibly through directly targeting *Tab2*, the upstream activation kinase complex component of NF-κB (Kanayama et al., 2004; Gatto et al., 2008). Nevertheless, a positive regulatory role of miR-155 on NF-κB signaling pathway was reported in a B cell lymphoma cell line, which may indicate the cell-context-specific regulatory role of miR-155 (Jablonska et al., 2015). Furthermore, mTORC2 positively regulates NF-κB signaling pathway through AKT (Sarbassov et al., 2005; Cheng et al., 2011). Hence, miR-155 can suppress the NF-κB signaling pathway indirectly through targeting *Rictor*. The NF-κB signaling pathway is known to be critical for *i*NKT cell differentiation. NF-κB-deficient mice, including NF-κB1, c-Rel, and RelA KO mice, have shown perturbed *i*NKT maturation: especially in RelA KO mice (Stankovic et al., 2011), which closely resembles the defective *i*NKT1 phenotypes in miR-155KI mice, particularly with regard to interrupted stage 3. Thus, the defective NF-κB signaling pathway in *i*NKT cells with miR-155 overexpression may cooperate additively with the perturbed *Jarid2* and derepression of PLZF in the overall defective *i*NKT1 phenotype of miR-155KI mice. On the other hand, the cell-intrinsic NF-κB activity was shown to be essential for the survival of *i*NKT cells (Gatto et al., 2008), which could be an additional reason for the interrupted survival of *i*NKT cells with miR-155 overexpression. Furthermore, the interaction between miR-155 and the NF-κB signaling pathway forms a negative feedback loop, which could be the reason for the transient or self-limiting manner of miR-155 expression induced by TCR activation, such as the gradual downregulation of miR-155 during *i*NKT thymic development and differentiation identified in the current study.

mTOR signaling integrates immune signals and metabolic cues in orchestrating T cell responses (Chi, 2012; Powell et al., 2012). mTOR signaling consists of two complexes, mTORC1 and mTORC2, which are defined by the respective signature components Raptor and Rictor. Previous studies from two groups have indicated a critical role of mTORC2 in the fate determination of *i*NKT17 cells and in *i*NKT homeostasis (Wei et al., 2014; Sklarz et al., 2017). Our results indicated that miR-155 inhibits *i*NKT17 lineage differentiation and controls *i*NKT survival through targeting *Rictor*, the required component of mTORC2. On the other hand, *i*NKT cells with miR-155 overexpression showed a downregulated TGF-β signaling pathway, while TGF-β signaling, particularly its SMAD4-dependent pathway, is required for both the survival of RORγt^+^ *i*NKT cells during their development and IL-17 production (Havenar-Daughton et al., 2012). Therefore, the perturbed mTORC2 activity and downregulated TGF-β signaling pathway may work additively for the defective *i*NKT17 differentiation and *i*NKT homeostasis in *i*NKT cells with miR-155 overexpression. Nonetheless, studies by Escobar et al. (2014) have shown that miR-155 positively regulates cytokine gene expression in Th17 cells through posttranscriptional regulation of *Jarid2*. These studies, combined with our data, emphasize the spatial, temporal, and delicately balanced characteristics of miR-155-mediated regulation. Our data also bring miRNAs and chromatin modification together by showing how miR-155 targets the chromatin protein Jarid2, which in turn regulates the key transcription factor for *i*NKT development and effector program, PLZF.

We do realize there are some limitations in our current study, including the dissection of role of miR-155 in *i*NKT and Treg cell interaction. The number of Tregs cells in thymus was found increased in miR-155KI mice (Supplementary Figure 4B). A previous report indicated that there is a potential across-talk between Tregs and *i*NKT cells and that Tregs in thymus may suppress the proliferation, cytokine production, and cytotoxic activity of *i*NKT cells in local environment (La Cava et al., 2006). Our current study is unable to rule out the potential role of Treg cells in the defective *i*NKT cell development and function, which need to be further investigated.

Overall, the dynamic expression of miR-155 and its regulation in thymic *i*NKT cells is essential for the development, functional lineage differentiation, and homeostasis of *i*NKT cells. Even though the early upregulation of miR-155 after *i*NKT positive selection is not a dominant factor for the initial PLZF transcription boost, the potential miR-155-NF-κB-negative feedback loop controlling miR-155 downregulation is essential for downstream *i*NKT differentiation and homeostasis. Downregulated miR-155 relief the suppression to *Jarid2* and the NF-κB signaling pathway, which further controls PLZF expression and balances *i*NKT1/*i*NKT2 differentiation cooperatively. On the other hand, downregulated miR-155 relieves the suppression of *Rictor* and the TGF-β signaling pathway, additively cooperating for the differentiation of the *i*NKT17 lineage and promotion of overall *i*NKT homeostasis. Consequently, the dynamic regulation of miR-155 expression during thymic *i*NKT cell development is essential, and miR-155 functions as a moderator connecting and coordinating multiple signaling pathways and transcriptional programs for a consolidated regulation of *i*NKT development, functional lineage differentiation, and secondary innate CD8 T cell development (Figure 8K).

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

The animal study was reviewed and approved by Experiments using animal were approved by the Institutional Animal Care and Use Committee of Henry Ford Health System.

## Author Contributions

LZ and Q-SM conceived and designed the study. JW, KL, XZ, GL, TL, and XW performed the experiments. JW, KL, and LZ analyzed the data. SB performed mouse irradiation for BM transfer. LZ, JW, and Q-SM wrote the manuscript, which was commented on by all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: MicroRNA-155 Controls iNKT Cell Development and Lineage Differentiation by Coordinating Multiple Regulating Pathways
**Source:** Front Cell Dev Biol. 2021 Jan 12;8:619220. doi: 10.3389/fcell.2020.619220
**Supplement:** Supplementary file 1

Supplemental Fig. 1

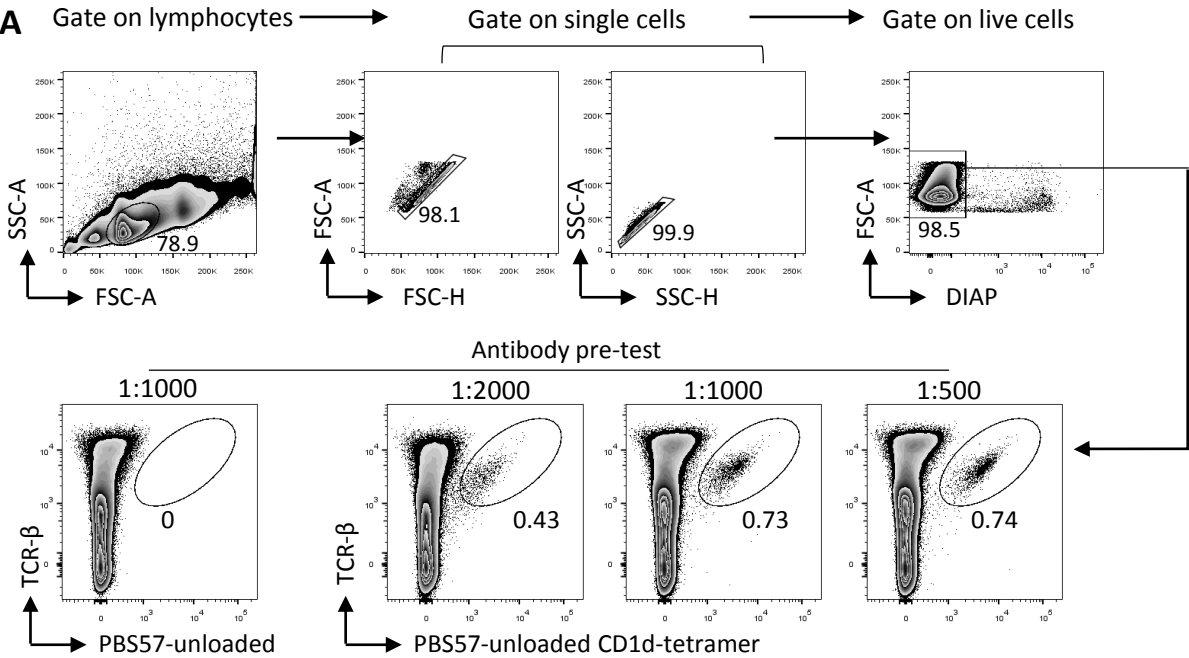

**B**

|       | Unstained Control | FMO Control |               |               | Fully Stained |
|-------|-------------------|-------------|---------------|---------------|---------------|
| FITC  | ----              | TCR-β       | TCR-β         | TCR-β         | TCR-β         |
| PE    | ----              | ----        | CD1d-Tetramer | CD1d-Tetramer | CD1d-Tetramer |
| PercP | ----              | CD8         | ----          | CD8           | CD8           |
| APC   | ----              | CD4         | CD4           | ----          | CD4           |

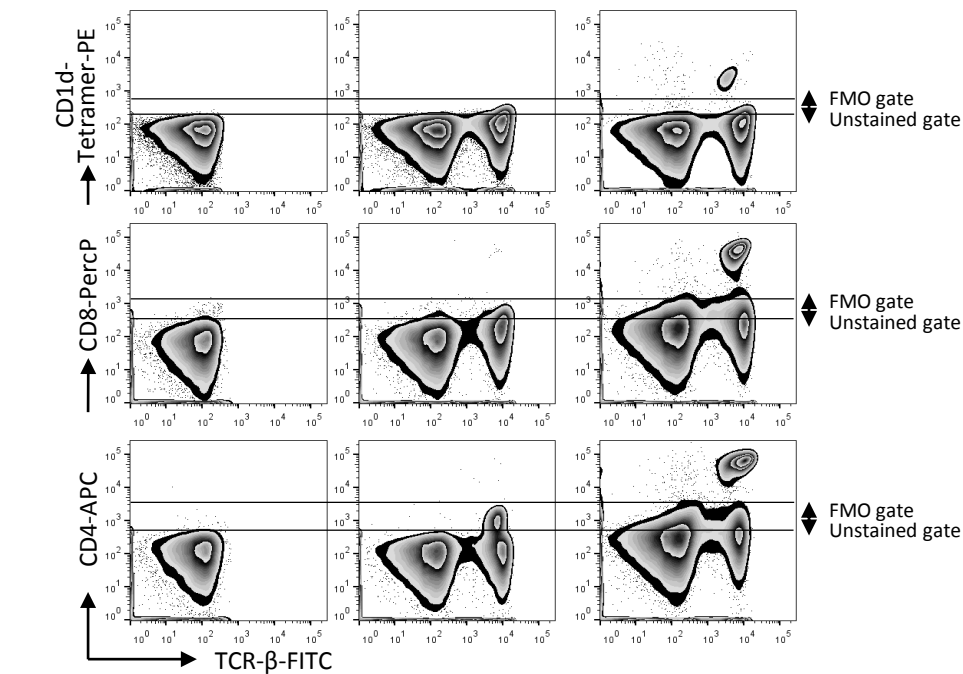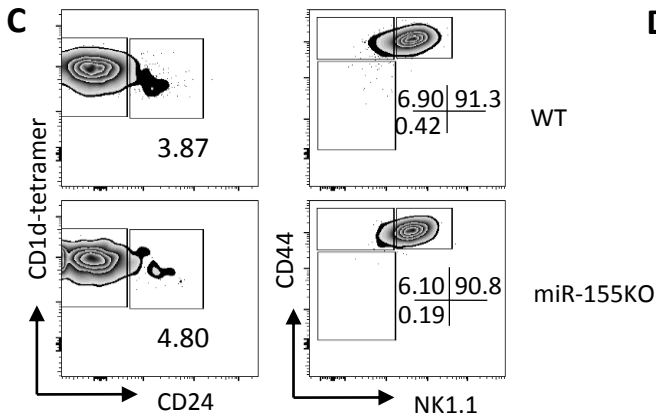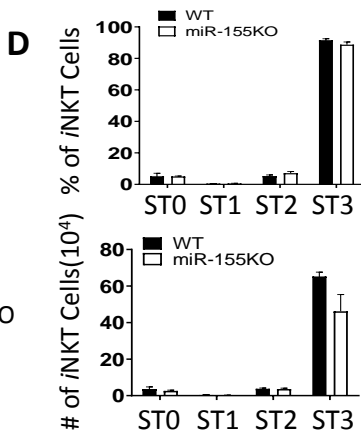

**Supplemental Fig. 1 miR-155 deletion does not affect iNKT cell development**

(A) Representative flow cytometry plots depicting lymphocytes gating strategy and CD1d-tetramer antibody pre-test results. (B) Fluorescence Minus One(FMO) control for iNKT cells, CD8 T cells, and CD4 T cells. (C) Representative flow cytometry plots depicting expression of CD24, CD44 and NK1.1 on iNKT cells. Bar graph showing frequency and absolute numbers of stage 0(ST0, CD24<sup>+</sup>), stage 1 (ST1, CD24<sup>+</sup>CD44<sup>lo</sup>NK1.1<sup>-</sup>), stage 2 (ST2, CD44<sup>hi</sup> NK1.1<sup>-</sup>) and stage 3 (ST3, CD44<sup>hi</sup> NK1.1<sup>+</sup>) in miR-155KO and WT mice. (D) Bar graphs showing frequencies (top) and absolute numbers (bottom) of iNKT cells in different developmental stages of miR-155KO and WT controls. Data are from two independent experiments; data were analyzed by unpaired *t*-test.

Supplemental Fig. 2

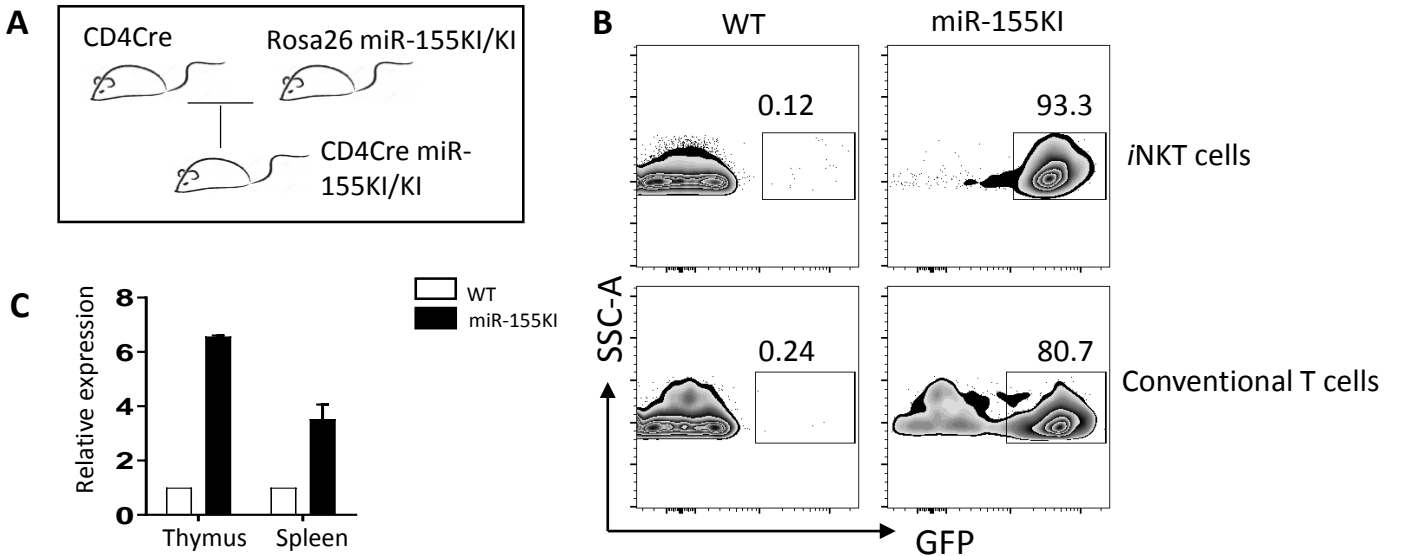

**Supplemental Fig. 2 miR-155 overexpression mouse model**

(A) CD4Cre miR-155 KI mouse model. (B) Representative flow cytometric plots depicting expression of GFP on thymic conventional T cells and *i*NKT cells from WT and miR155-KI (left); (C) Thymic T cells and splenic T cell were harvested from WT controls and miR-155KI mice. Total RNA was purified and miR-155 and snoRNU202 expression were measured by RT-qPCR.

Supplemental Fig. 3

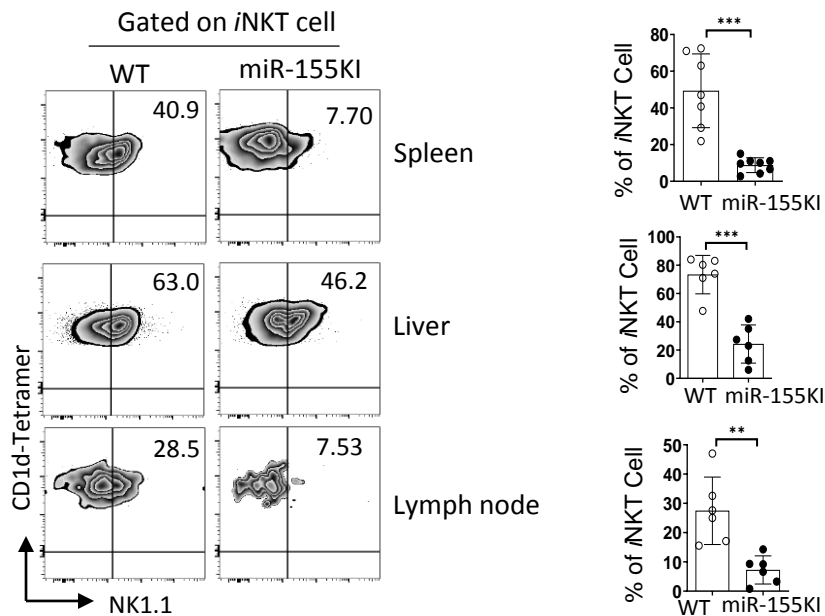

**Supplemental Fig. 3 miR-155 overexpression interrupt peripheral iNKT cell maturation**

Representative flow cytometric plots depicting expression of NK1.1 on iNKT cells from spleen, liver and lymph nodes (left); Bar graph showing frequency of NK1.1<sup>+</sup> iNKT cells in indicated organs from miR-155KI and WT mice (right). Data are from three independent experiments. Each mouse is represented as one dot. Data were analyzed by unpaired *t*-test. \*\*  $P < 0.01$ , \*\*\* $P < 0.001$

Supplemental Fig. 4

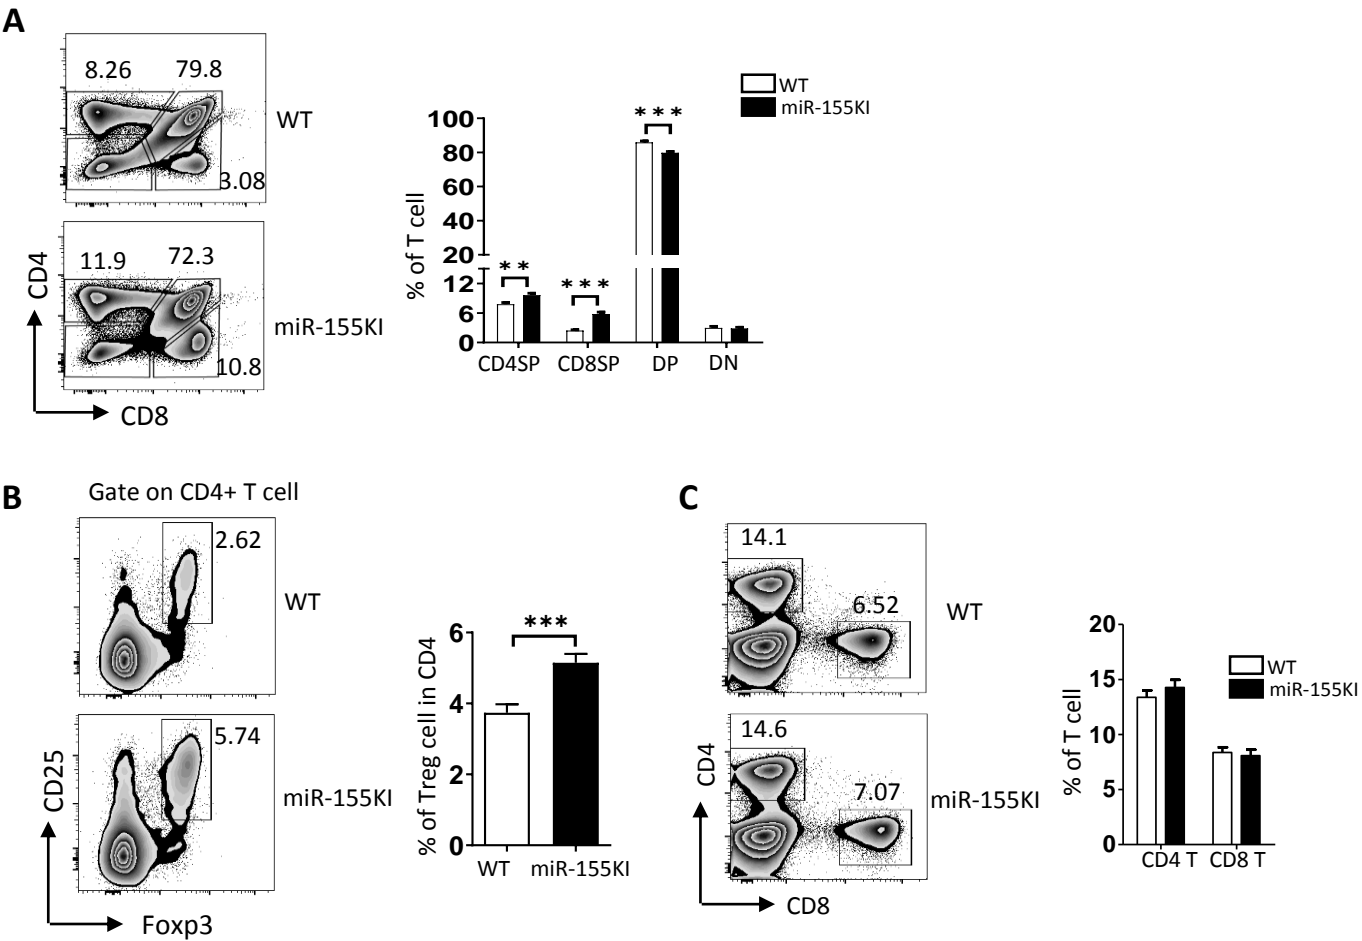

**Supplemental Fig. 4 The role of miR-155 in conventional T cells**

(A) Representative flow cytometric plots showing CD4<sup>+</sup> single positive (CD4 SP), CD8 SP, CD4<sup>+</sup>CD8<sup>+</sup> double positive (DP) and CD4<sup>-</sup>CD8<sup>-</sup> double negative (DN) in thymus from miR-155KI and WT controls (left); Bar graph showing the percentages of indicated populations in miR-155 KI and WT mice (right).

(B) Representative flow cytometric plots showing regular T cells (Tregs) gated on thymic CD4 SP cells (left). Bar graph showing frequency of Tregs in thymic CD4 SP cells.

(C) Flow cytometric plots showing CD4 T cells and CD8 T cells in spleen (left); Bar graph showing the percentages of indicated populations in miR-155 KI and WT controls (right). Data are from at least three independent experiments. Data were analyzed by unpaired t-test. \*\**P* < 0.01, \*\*\* *P* < 0.001

Supplemental Fig. 5

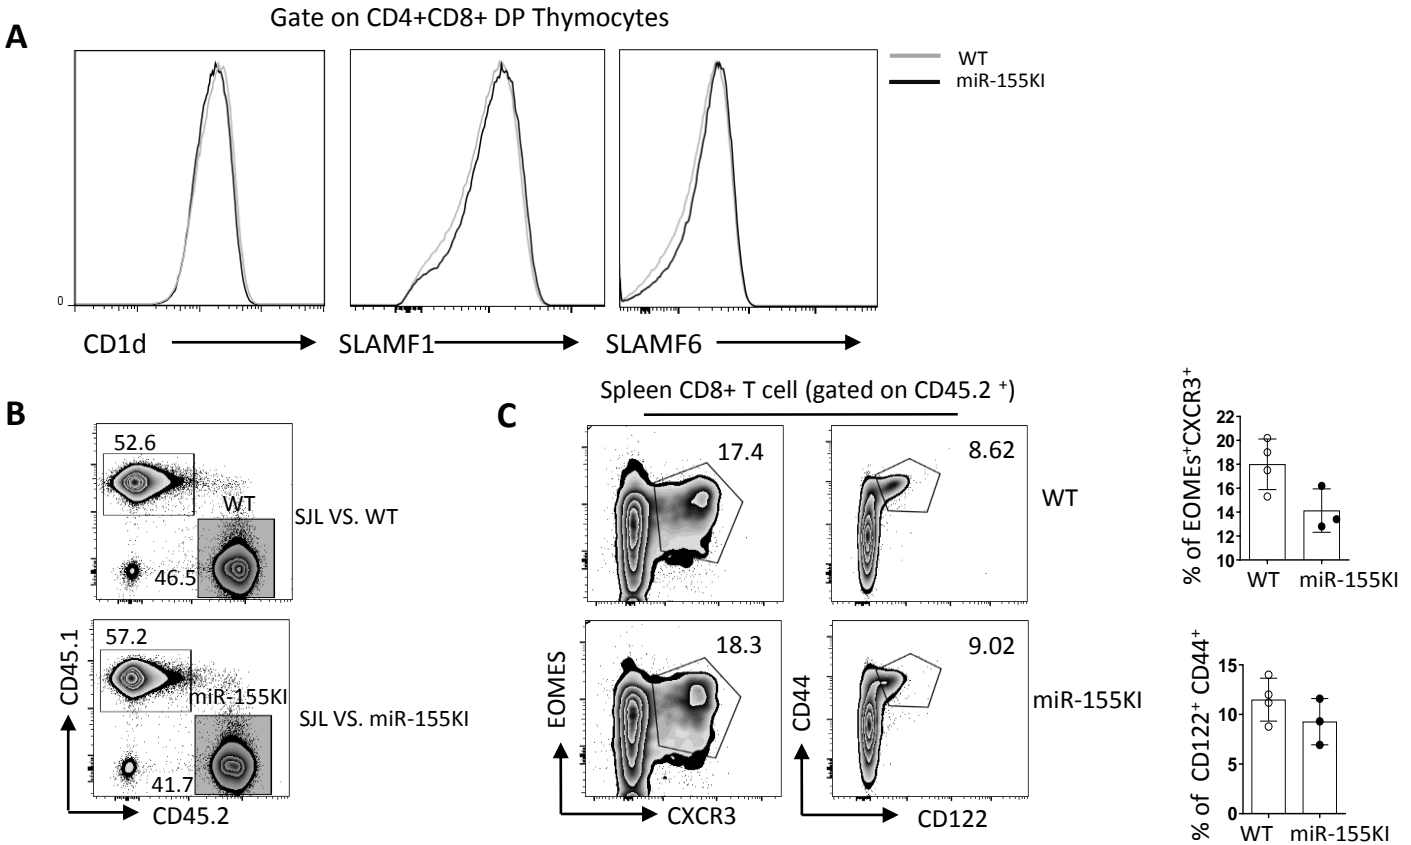

**Supplemental Fig. 5 Cell-intrinsic versus extrinsic effects of defective *i*NKT cells and innate CD8 T cells with miR-155 overexpression**

(A) Histogram showed CD1d, Slamf1 and Slamf6 expression in CD4<sup>+</sup>CD8<sup>+</sup> double positive (DP) thymocytes from WT and miR-155KI mice. (B) Representative flow cytometry plots depicting thymic CD52.1 and CD45.2 expression. (C) Representative flow cytometry plots depicting splenic innate CD8 T cells (CXCR3<sup>+</sup>Eomes<sup>+</sup> and CD44<sup>hi</sup>CD122<sup>+</sup>) (left); Bar graph showing frequency of splenic innate CD8 T cells derived from CD45.2<sup>+</sup> WT and CD45.2<sup>+</sup> miR-155KI BM (right).

## Supplemental Fig. 6

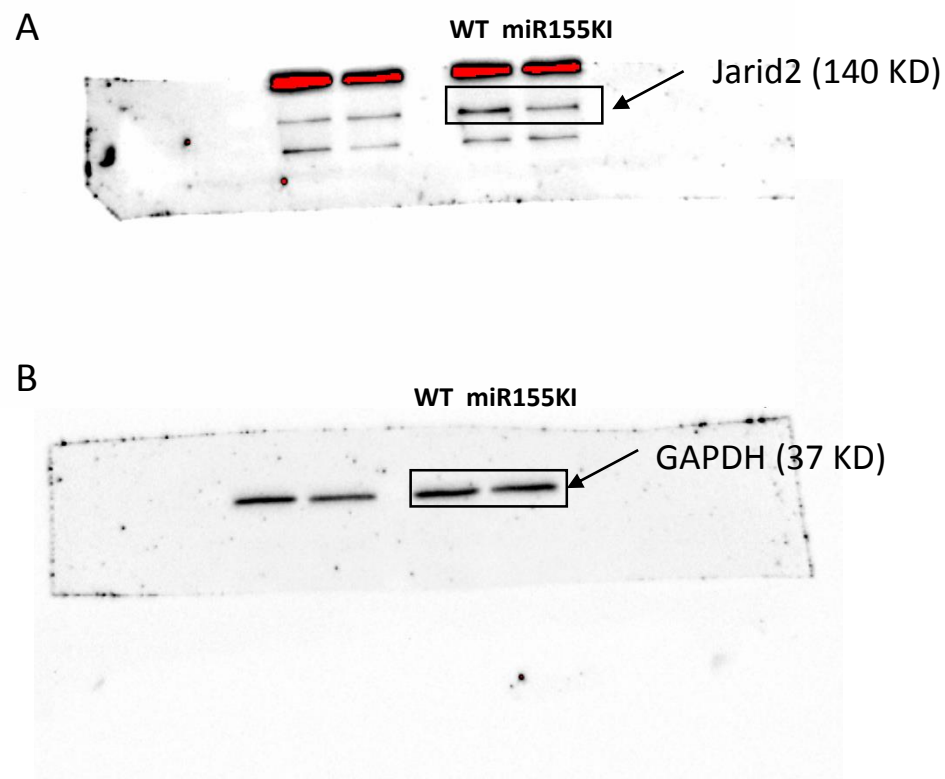

## Supplemental Fig. 6 Full scans of the entire original blots for Fig. 8E

(A) Western blot analysis of Jarid2 protein (140KD, as indicated by the narrow) in total thymocytes from miR-155KI and WT mice. (B) Western blot analysis of GAPDH protein (37 KD, as indicated by the narrow) in total thymocytes from miR-155KI and WT mice from Figure A.

**B** TGF-BETA signaling pathway (miR-155KI vs. WT)

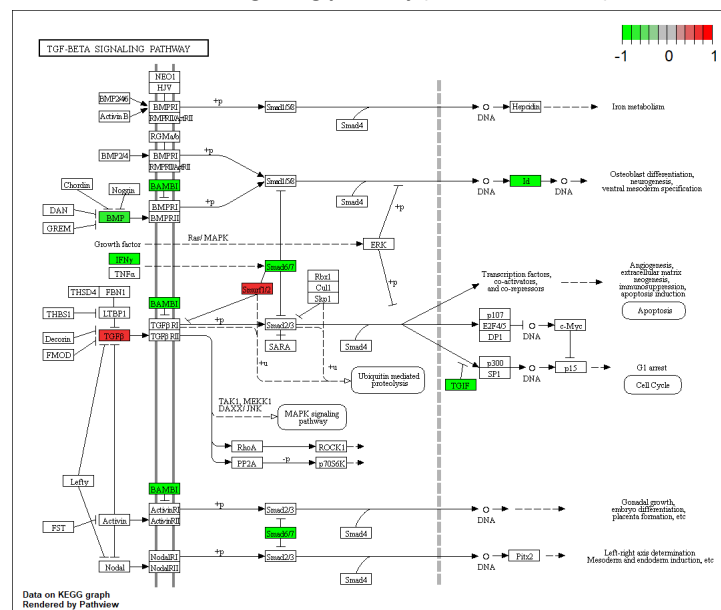

**(A,B)** Key molecular dysregulation in NF- $\kappa$ B signaling pathway (A) and TGF- $\beta$  signaling pathway (B) in *i*NKT cell developments (gene showing in green is down-regulated; gene showing in red is up-regulated, miR-155KI vs. WT).

Supplemental Table 1

| PROBE     | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES   | CORE ENRICHMENT |
|-----------|-------------------|-------------------|--------------|-----------------|
| DDX3Y     | 60                | 1.595718026       | 0.06443853   | No              |
| ZSCAN12   | 220               | 0.81747967        | 0.017034916  | No              |
| ZBTB38    | 1024              | -0.398365319      | -0.4609354   | Yes             |
| RICTOR    | 1030              | -0.403546065      | -0.43826094  | Yes             |
| JARID2    | 1042              | -0.409474075      | -0.4189691   | Yes             |
| KRAS      | 1054              | -0.415948302      | -0.39926314  | Yes             |
| TRIM32    | 1065              | -0.423640996      | -0.37843826  | Yes             |
| KDM2A     | 1067              | -0.426256001      | -0.3518035   | Yes             |
| VPS18     | 1111              | -0.464633763      | -0.34904653  | Yes             |
| PLEKHA1   | 1120              | -0.469108194      | -0.3240598   | Yes             |
| CACUL1    | 1145              | -0.492284447      | -0.3076222   | Yes             |
| GLUL      | 1154              | -0.499675184      | -0.28068054  | Yes             |
| SARAF     | 1198              | -0.544708431      | -0.2728023   | Yes             |
| LRRC59    | 1210              | -0.557816386      | -0.24402301  | Yes             |
| WBP1L     | 1213              | -0.56028676       | -0.2094431   | Yes             |
| TAB2      | 1248              | -0.611652613      | -0.19164075  | Yes             |
| E2F2      | 1304              | -0.684808493      | -0.18232574  | Yes             |
| FOS       | 1306              | -0.688597023      | -0.13891263  | Yes             |
| MEF2A     | 1317              | -0.709117889      | -0.09982973  | Yes             |
| DHX40     | 1328              | -0.722345889      | -0.059900817 | Yes             |
| MAP3K14   | 1341              | -0.749952674      | -0.019460192 | Yes             |
| HBP1      | 1399              | -0.876546025      | 8.64E-04     | Yes             |
| DYRK2     | 1421              | -0.932848811      | 0.047359034  | Yes             |
| GABARAPL1 | 1481              | -1.180885077      | 0.08589338   | Yes             |

Supplemental Table 1: Predicted miR-155 Target genes in iNKT cell with miR-155 overexpression.

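The table lists 24 predicted miR-155 targets with a rank metric score, the value by which a preranked gene set enrichment analysis orders the genes, and marks 22 of them as core enrichment, the part of the set that carries the enrichment. Computed from the deposited counts, the log2 fold changes between miR-155KI and WT NK1.1- cells of the 24 genes differed from the scores printed in the table by a median of 0.0413 and at most 0.0447, and without a filter on low counts by a median of 7.16e-04 and at most 0.0151. The smallest changes among the core targets included those of *Zbtb38*, with a log2 fold change of -0.44 (adjusted p = 0.194 from edgeR), and *Rictor*. *Ddx3y*, a Y-linked gene, stands at the top of the table without the core mark.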

How the deposited data were processed for this re-analysis (not part of the article)

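RNA-seq of sorted thymic *i*NKT cells was available as 12 libraries, 3 each of WT NK1.1-, miR-155KI NK1.1-, WT NK1.1+ and miR-155KI NK1.1+ cells, and the condition of each was taken from its label. The authors deposited a table of raw counts per gene, made according to the submitters' notes from reads demultiplexed with bcl2fastq 2.17.1.14 and aligned to GRCm38 (mm10), and the program that made each count is not given in the sources used here. The authors also deposited a normalized signal table in CPM, in which every value of a library is its count times 1 factor. The count table holds 48709 genes or gene-like names, of which 46344 are named as in GENCODE M21 and 2365 are not, and 27 names had been turned into dates by a spreadsheet (0.249% of the counts). Library depth was between 12819476 and 20518257 counts, median 18066119.
The counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1. Each pool was fitted alone, with TMM normalization, edgeR's default filter on low counts and its robust quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference in the genotype effect between the pools was tested as an interaction over all 12 libraries, and WT NK1.1+ cells were compared with WT NK1.1- cells. The 27 gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and each list's members were counted at the threshold over all genes and adjusted over the list alone. Genes with AGCATTAA in an annotated 3′ UTR (671 of 20987 genes with a 3′ UTR) were compared with the other genes that have one.
Genes are named by a rule: for each genotype comparison, up to 10 genes with the largest rise and 10 with the largest fall past the threshold, with a mean of at least 10 CPM in one group and no overlap between groups (10% by chance for 3 against 3), unnamed predicted genes left out. It adds every gene the paper names for the RNA-seq or as a marker, the 24 genes of Supplementary Table 1, up to 4 members of each list with the smallest p, and the 10 genes with the smallest p for the interaction. The values in Supplementary Table 1 were seen before the rule was written. *Il4ra*, *Nfil3*, *Il18rap*, *Il12rb2*, *Apoe*, *Lyz2*, *Cd8a*, *Ptcra* and the genes of the WT comparison fall outside it and were chosen after their values were seen. For 2 genes that the paper names, values are not reported here.
The alternatives were DESeq2, limma-voom, the DESeq2 size factors in edgeR (RLE), no filter on low counts, at least 10 counts in every library, a test without the robust option, limma on log2(CPM + 1) and log2(CPM + 0.1) of the deposited table, the replicate number as a block, all 12 libraries in one fit, sex-linked genes left out, each library left out in turn, camera with an estimated correlation, fry, 7-base sites, and an unadjusted p under 0.05 with a fold change over 1.3. These, the gene lists, the tests and the rule for names were fixed before the data were examined. The replicate numbers pair the WT pools, whose libraries of the same number deviated together from their group means (r = 0.374, 0.267 and 0.162). On simulated data with 3 libraries per group, the test recovered 10.9%, 64.1% and 84.1% of genes changed 1.5-fold, 2-fold and 4-fold in the NK1.1- comparison (14 false calls), and 9.38%, 34.8% and 67.2% in the NK1.1+ comparison (9 false calls), so that changes under 2-fold are often missed. No library was left out of the main comparisons. Flow cytometry, PCR and blot data were not among the deposited tables and were not examined.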

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

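The tests on sex-linked RNA and on RNA from other cells below were chosen only after the result was seen, and those on base composition before.
Genes that the paper does not discuss changed strongly in NK1.1- cells. The log2 fold changes of *Sostdc1*, *Fabp7*, *Prg4*, *Moxd1*, *Pla2g7*, *Lrrc49*, *Akr1c12*, *Kirrel3os* and *RP24-94F12.3* were 3.98, 3.38, 2.63, 2.62, 2.59, 2.58, 2.54, 2.47 and 2.41. Those of *Pxdc1*, *Il23r*, *Sdc1*, *Serpinb1a*, *Fam83a*, *Il17re*, *Il1r1* and *Apol7b* were -3.38, -3.18, -2.96, -2.92, -2.82, -2.81, -2.81 and -2.53. In NK1.1+ cells, *C1qc* and *C1qa* had log2 fold changes of 4.30 and 4.19. The genotype effect differed between the pools for *Sostdc1*, *Csf1* and *Parm1*, by 3.97, 1.97 and 3.10 on the log2 scale more in NK1.1- cells, and for *Aqp11* by -2.99 (edgeR interaction test). Over the alternatives set in advance, the adjusted p of the interaction test reached 0.250 for *Parm1*, so that not all of them kept its call. For *Sostdc1*, *Csf1* and *Aqp11* it reached 0.0122, 0.0317 and 0.0413.
The fall of *i*NKT17 genes and of *Jarid2* in NK1.1- cells was set against the imbalance of sex-linked RNA between the genotypes. With WT replicate 1 as the only control, the single WT NK1.1- library of 3 with more Y-linked than *Xist* RNA, the median of the *i*NKT17 list was -1.64 and the log2 fold change of *Jarid2* was -0.16, and with the Y-linked to *Xist* ratio as a covariate they were -1.64 (11 members called, against 18) and -0.22. A first bound for the *i*NKT17 list, met by that median, was tightened after the value was seen to ask for at least 2 such WT libraries, since 1 library excludes nothing. The list thus kept most of its fall in both settings and *Jarid2* did not, but the genotype effect of the covariate fit rests on the same WT library (weight -0.9705, against -0.01321 and -0.0163 for the other 2), so sex and genotype cannot be told apart for either result, and the same WT libraries, replicates 2 and 3, also have more genes with counts (21731 to 24081 against 18062 to 21389 in the other libraries). The biological explanation, an effect of miR-155, stays open and was not tested apart from sex. A change in the shares of subsets within the pool was not tested either.
The fall of genes with the miR-155 seed match was set against the base composition of 3′ UTRs and against sex. Of 100 shuffled sequences with the same bases, 1 gave a median difference as low in NK1.1- cells and 0 in NK1.1+ cells, which argues against base composition as the whole cause, but in NK1.1+ cells 94 of the 100 lay below 0, with a median of -0.04991 and a lowest value of -0.1466, so part of the difference of -0.147 there is shared with sequences of the same bases. With WT replicate 1 as the only control the NK1.1- difference was -0.106 and the NK1.1+ difference -0.0807. With the covariate, which rests on the same library, it was -0.0958 in NK1.1- and -0.0934 in NK1.1+ cells (p = 0.0189, n = 414 genes, and p = 0.0253, n = 417 genes, from limma's camera). The difference thus shrank in NK1.1+ and not in NK1.1- cells, and with 1 such library sex cannot be told apart from genotype. A direct effect of miR-155 on these genes may contribute and stays a hypothesis.
The rise of macrophage genes in miR-155KI NK1.1+ cells may come from RNA of other thymic cells. Carry-over common to both genotypes was tested first, and the highest median log2 excess of the listed myeloid markers in a WT library over the other WT libraries of its pool was 0.267, but this median was -0.07943 in miR-155KI NK1.1+ replicate 2, where *C1qa* reached 64.25 CPM, so it misses the pattern and decides nothing, and carry-over cannot be told apart from the genotype by it. In WT NK1.1- replicate 1, *C1qa*, *Lyz2* and *Apoe* lay at 8.234, 32.29 and 84.7 CPM against at most 1.922, 4.446 and 25.53 CPM in replicates 2 and 3. A second test was added after the first outcome, in which 9 of 14 other listed markers had a log2 fold change over 1 and 2 one below 0, as RNA of other cells in the miR-155KI NK1.1+ libraries would give. The sort on TCRβ and CD1d tetramer should remove macrophages, and transcription of these genes in *i*NKT cells was not tested.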

How the results depend on the processing

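The settings that use the Y-linked to *Xist* ratio as a covariate or WT replicate 1 as the only control, the replicate block within genotype, the sites of exactly 7 bases, the target count at an unadjusted p and, for the targets, limma-voom, no low-count filter, the test without the robust option, log2(CPM + 0.1) and sex-linked genes left out were chosen only after the result was seen. Over the alternatives set in advance 860 results kept their direction and side of the threshold, 32 gained a call, 107 lost one and 5 turned direction. With 1 library left out these were 994, 39, 135 and 8, and with the settings added later 201, 7, 85 and 15. The cause was not tested for any change below. With WT replicate 1 as the only control, counts and calls carry no spread between WT libraries.
The NK1.1- count of 457 genes was 960 with DESeq2, 1048 with no low-count filter, 737 with the replicate block, 139 with all 12 libraries, 114 with the covariate, 157 with WT replicate 1 as the only control and 1910 at an unadjusted p under 0.05 and fold over 1.3. It ran from 186 (without miR-155KI replicate 1) to 917 (without WT replicate 1, 369 higher and 548 lower) with 1 library left out, with 208 without WT replicate 2, 249 without WT replicate 3 and 270 without miR-155KI replicate 3. Of the 457, DESeq2 also called 451, the block 454, all 12 libraries 135, the covariate 97 and the single control 111, and 457, 457, 457, 457 and 454 kept their direction. Past the lines of Fig. 8A the count of 156 was 240 with DESeq2, 289 with no low-count filter, 63 with all 12 libraries, 76 with the covariate, 89 with the single control and 88 to 250 with 1 library left out. In WT and miR-155KI NK1.1- cells libraries of the same number deviated together only weakly (r = 0.0953, 0.204 and 0.0941), a hint of pairing.
The NK1.1+ count of 3 was 316 with DESeq2, 282 with no low-count filter, 1 with limma-voom, 7 with the replicate block, 60 with all 12 libraries, 1 with the covariate, 1 with WT replicate 1 as the only control and 1440 at the unadjusted p and fold. It ran from 1 (without WT replicate 2 or WT replicate 3) to 125 (without WT replicate 1, 15 higher and 110 lower), with 5 without miR-155KI replicate 2. Past the lines of Fig. 8A, the 3 genes became 196, 138, 1, 5, 25, 1 and 1 in the same order of settings up to the single control, and 1 to 81 with 1 library left out. The WT comparison of 2819 genes ran from 1832 (without WT NK1.1+ replicate 3) to 3264 with 1 library left out. It was 4053 with the replicate block (1999 higher, 2054 lower). Among the single genes given for the WT comparison, that block changed the call of *Tab2* alone, while it also changed the member counts of the *i*NKT2 list. The 4 interaction genes were 139 with DESeq2, 10 with at least 10 counts in every library, 23 with the replicate block within genotype, and 3 to 46 with 1 library left out (46, 7 and 14 without miR-155KI NK1.1+ replicates 1, 2 and 3).
Of 27 lists, 14 passed in NK1.1- and 13 in NK1.1+ cells, against 0 and 0 with an estimated correlation and 3 and 1 with fry. With 1 library left out the counts were 13 to 16 and 8 to 16 (8 without miR-155KI NK1.1+ replicate 1). The 14 and the 13 each include the core targets, chosen by the study on NK1.1- libraries, and the knock-in locus and miR-155 genes. The seed-site difference of -0.0859 in NK1.1- cells had p = 0.219 with limma's camera and an estimated correlation, while limma's fry, which tests the site genes against no change, gave p = 0.0567. It was -0.0550 for 7-base sites and -0.0353 for sites of only 7 bases, and limma's camera called neither (n = 1678 and n = 1264 genes). With the single control it was -0.106, and with 1 library left out -0.116 to -0.0618. In NK1.1+ cells the difference of -0.147 was -0.102 for 7-base sites, which limma's camera still called (n = 1660 genes). For sites of only 7 bases it was -0.0858, and that call was lost (n = 1243 genes). The NK1.1+ difference was -0.0807 with the single control, and -0.187 to -0.117 with 1 library left out. The single control leaves 1 WT library, so no call is given for it. The 6 core targets were 12 with DESeq2, 13 with no low-count filter, 1 with all 12 libraries, 0 with the covariate, 0 with the single control (6 at an unadjusted p under 0.05 and fold over 1.3 in each), 22 at that unadjusted threshold, and 1 to 14 with 1 library left out (14 without WT replicate 1, 1 without WT replicate 2 or miR-155KI replicate 1, 3 without WT replicate 3 or miR-155KI replicate 3).
Direction turned for these genes. In NK1.1- cells *Gata3* was 0.00224 with all 12 libraries, 0.0338 with log2(CPM + 1), 0.104 with the covariate, 0.126 with the single control, and between -0.0792 and 0.0512 with 1 library left out (0.0512 and 0.0250 without WT replicate 3 and miR-155KI replicate 2). With the single control *Zbtb38* was 0.00839 and *Vps18* 0.0490. In NK1.1+ cells *Il12rb1* was -0.0836 with the replicate block, -0.0422 with log2(CPM + 1), -0.00793 with at least 10 counts in every library, -0.0696 with the single control, and between -0.447 and 0.210 with 1 library left out (-0.447 and -0.0472 without miR-155KI replicate 2 and WT replicate 3). *Tbx21* lay between -0.312 and 0.148 with 1 library left out (0.148 without miR-155KI replicate 1). *Zbtb16* was 0.113 with the covariate, 0.105 with the single control, and between -0.199 and 0.0428 with 1 library left out (0.0428 without WT replicate 3). *Rictor* was 0.0446 with the single control. Of lists with a call in one of the 2 settings compared, the median or the test turned for NF-κB genes in NK1.1- cells (0.0145 with the covariate, 0.0245 with the single control), stage 0 and 1 genes in NK1.1- cells (-0.0205 without miR-155KI replicate 1, up to 0.241 with 1 library left out), and in NK1.1+ cells for immediate early genes (0.0295 with the covariate, 0.00588 with the single control), interferon-stimulated genes (-0.217 and -0.263), oxidative phosphorylation genes (-0.152 with the single control) and genes of the knock-in locus (-0.125 without miR-155KI replicate 1, up to 0.263). Of list medians with no call in either, 10 of 22 in NK1.1- and 3 of 22 in NK1.1+ cells turned with the covariate or the single control, among them interferon-stimulated genes in NK1.1- cells (-0.131 and -0.120) and oxidative phosphorylation genes in NK1.1+ cells (-0.105 with the covariate), 13 of 71 and 20 of 70 with 1 library left out, and 1 of 51 and 1 of 54 with the alternatives set in advance.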

Differences from the paper's values

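The target count at an unadjusted p, and limma-voom, no low-count filter, the test without the robust option, log2(CPM + 0.1) and sex-linked genes left out for the targets and for *Sgk1* and *Il12rb1*, and the settings on the Y-linked to *Xist* ratio and WT replicate 1 were chosen only after the values were seen. The paper gives P under 0.05 as its general level of significance and does not say which threshold, adjusted or not, its gene counts rest on. In NK1.1+ cells the paper gives 26 genes lower and 52 higher in miR-155KI cells, and edgeR gave 0 lower and 3 higher at an adjusted p under 0.05 (1539 genes had an unadjusted p under 0.05, and DESeq2 called 150 lower and 166 higher). Of the alternatives set before the data were examined, only all 12 libraries in one fit, with 18 lower and 42 higher, came within 1.5 times of the paper's counts, and DESeq2, limma-voom, both limma fits of CPM, RLE size factors, both filters, the test without the robust option, the replicate block, sex-linked genes left out, the unadjusted threshold and each library left out did not.
The paper gives 21 predicted targets as repressed in NK1.1- cells, while its Supplementary Table 1 marks 22, and edgeR called 6 of these 22 at an adjusted p under 0.05. Of the alternatives set for this count before the data were examined, only leaving out WT replicate 1, with 14, came within 1.5 times of the paper's count. DESeq2 (12), the replicate block (8), RLE size factors, at least 10 counts in every library, log2(CPM + 1), all 12 libraries and each other library left out did not. The settings added for it at an adjusted p did not either, and of these no low-count filter gave 13. That setting, in which also the log2 fold changes of the 24 listed genes came closest to the printed scores of the settings run for them (median difference 7.16e-04), was chosen for these genes after seeing the values, and 9 of the 22 marked genes drop out in it. At an unadjusted p under 0.05 and a fold change over 1.3, chosen for this count after seeing the values, 22 were lower. This is within 1.5 times of the paper's count, and 0 of the marked genes dropped out. The thresholds are those printed in Fig. 8B, and the study chose the marked genes on these libraries. The match is thus not independent evidence and decides nothing.
The paper states that *Jarid2*, *Rictor* and *Tab2* were significantly lower. Each was lower at an unadjusted p under 0.05 with a fold change over 1.3, and *Sgk1*, treated below, also had an unadjusted p under 0.05. The comparison that follows is at an adjusted p. *Tab2* was called, while *Jarid2* (log2 fold change -0.45, adjusted p = 0.107 from edgeR) was called without WT replicate 1 and, in a setting added after seeing the values, with no low-count filter (adjusted p = 0.0396 from edgeR), and *Rictor* (-0.45, adjusted p = 0.145 from edgeR) under none of the settings run for it, which are those named for the targets above, the Y-linked to *Xist* ratio as a covariate and WT replicate 1 as the only control, at an adjusted p. The paper states that *Sgk1* was significantly lower, and its adjusted p was 0.0525 from edgeR (log2 fold change -0.66), with calls by DESeq2, RLE size factors, the replicate block, at least 10 counts in every library and without WT replicate 1, and in the added settings with no low-count filter and with sex-linked genes left out. *Il12rb1*, described as interrupted, had a log2 fold change of -0.37 (adjusted p = 0.0827 from edgeR) and was called by DESeq2 and by none of the other settings run for it, while *Ifngr1* was called.
The paper states that no predicted targets were identified in NK1.1+ cells. That rests on its enrichment analysis, which was not repeated here, so the statement was not tested. Of the 22 genes marked for NK1.1- cells, edgeR, DESeq2 and limma-voom called 0 lower at an adjusted p over all genes. With no low-count filter edgeR called 3. In the main fit 10 were lower at an unadjusted p under 0.05 with a fold change over 1.3, 8 when adjusted over the list alone, and 19 in level. The paper states that the TGF-β pathway was partially inhibited, and the listed genes had a median of 0.01 in NK1.1- cells (adjusted p = 0.407 from limma's camera) with 3 lower and 1 higher, among the lower ones *Smad7*.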

Other observations

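The WT comparison shows what separates the pools without the knock-in. Of 13555 genes tested, 1341 were higher and 1478 lower in WT NK1.1+ than in WT NK1.1- cells at an adjusted p under 0.05 from edgeR. *Klrb1c* had a log2 fold change of 2.88, *Ccl5*, a chemokine, one of 2.84 and *Tbx21* one of 1.65, while *Mki67*, a marker of dividing cells, and *Zbtb16* had -2.08 and -0.91 (adjusted p = 4.69e-04, 4.47e-06, 2.13e-05, 0.00271 and 8.94e-04 from edgeR). Of 38 *i*NKT1 genes 33 were higher and 1 lower (median 2.61, adjusted p = 2.31e-69 from limma's camera, and adjusted p = 0.0661 with an estimated correlation), of 22 *i*NKT2 genes 1 was higher and 16 lower (median -1.003), and of 30 proliferation genes 29 were lower (median -2.46, adjusted p = 5.15e-52 from limma's camera, and adjusted p = 0.117 with an estimated correlation). With the replicate number as a block 4 *i*NKT2 genes were higher and 17 lower.
Further lists passed camera in NK1.1+ cells. Markers of double-positive thymocytes had a median of 1.85 over 14 genes (adjusted p = 6.36e-07 from limma's camera, and adjusted p = 0.389 with an estimated correlation). Of these, 0 were called over all genes and 8 were higher when adjusted over the list alone. The second count was 0 without WT replicate 2, 1 without WT replicate 1 or miR-155KI replicate 1, and 3 without WT replicate 3. It was 11 without miR-155KI replicate 2 or miR-155KI replicate 3. Proliferation genes had a median of 0.73 (adjusted p = 2.73e-06 from limma's camera, and adjusted p = 0.545 with an estimated correlation). Ribosomal protein genes had a median of -0.17 (adjusted p = 3.83e-05 from limma's camera, and adjusted p = 0.545 with an estimated correlation). Without miR-155KI replicate 1 these medians were 0.66, 0.21 and -0.07 (adjusted p = 0.0183, 0.184 and 0.148 from limma's camera), so that the last 2 calls ended, and the ribosomal median was -0.09 without WT replicate 1 and -0.30 with WT replicate 1 as the only control. Markers of double-positive cells were high in miR-155KI replicate 1, with *Cd24a* at 59.99 CPM and *Ptcra* at 9.439 CPM, although CD8+ cells had been depleted. The NK1.1+ immediate early genes had a median of -0.25 (adjusted p = 0.00529 from limma's camera, and adjusted p = 0.545 with an estimated correlation). It was -0.04 without miR-155KI replicate 1 and 0.03 with the Y-linked to *Xist* ratio as a covariate (adjusted p = 0.390 and 0.993 from limma's camera). Their call also ended without miR-155KI replicate 3 (adjusted p = 0.108 from limma's camera), and the median was -0.51 without miR-155KI replicate 2. Gamma delta T cell markers in these cells had a median of 0.54 (adjusted p = 0.00825 from limma's camera, and adjusted p = 0.391 with an estimated correlation). It was 0.19 with that covariate (adjusted p = 0.646 from limma's camera) and 0.08 with WT replicate 1 as the only control. That call also ended without WT replicate 3 or miR-155KI replicate 1 (adjusted p = 0.0689 and 0.0601 from limma's camera). In NK1.1- cells oxidative phosphorylation genes had a median of -0.12 (adjusted p = 0.0421 from limma's camera, and adjusted p = 0.639 with an estimated correlation), a call that ended with the replicate block (adjusted p = 0.0508) and without WT replicate 1, WT replicate 3, miR-155KI replicate 1 or miR-155KI replicate 2.
Of the B cell markers in NK1.1- cells, 14 of 14 had a lower level in miR-155KI cells (median -0.62, adjusted p = 0.0513 from limma's camera, and adjusted p = 0.590 with an estimated correlation). The list passed limma's camera with the replicate block (adjusted p = 0.0113) and without WT replicate 2 or miR-155KI replicate 1 (adjusted p = 0.00241 and 0.00358). It also passed with the covariate (-1.20, adjusted p = 2.27e-08 from limma's camera). The median was 0.10 without WT replicate 1 and -0.93 with WT replicate 1 as the only control, where no call is given. In NK1.1+ cells 11 of 13 had a higher level (median 0.37, adjusted p = 0.00825 from limma's camera, and adjusted p = 0.298 with an estimated correlation), with a median of 1.32 without WT replicate 3 and no call without WT replicate 1 or miR-155KI replicate 1 (adjusted p = 0.104 and 0.0938 from limma's camera). The change between the pools had a median of -1.78 (adjusted p = 7.07e-04 from limma's camera for the interaction, and adjusted p = 0.334 with an estimated correlation).
The other ways to divide the same libraries were counted by tests chosen before the result was seen. For 3 libraries against 3 there are 10 splits, which cannot give a share under 0.05 (the smallest is 0.1), and for each of the results below 1 split, the real one, gave a value as large. The real value and the highest other were 457 and 3 genes in NK1.1- cells, 156 and 2 past the lines of Fig. 8A, 14 and 12 lists, 6 and 0 core targets (which the study chose on the real split, so that this count decides nothing), and seed-site differences of 0.0859 and 0.0829 in size. The 14 lists include that of the core targets and that of the knock-in locus and miR-155 genes, so that the list count decides nothing either. The seed-site test at the preset correlation was also past 0.05 in 3 other NK1.1- splits, at permuted-label values of 9.64e-04, 0.00912 and 0.0237, the first 2 smaller than the real 0.0125, so that its p in NK1.1- cells does not set the real split apart. In NK1.1+ cells the real value and the highest other were 3 and 0 genes, 3 and 0 past the lines, 13 and 12 lists, and 0.147 and 0.111 in size. The 13 lists include the core target and knock-in locus lists as well. The seed-site test there was past 0.05 in 3 other splits, at permuted-label values of 0.0366, 0.0280 and 0.0191, against the real 5.20e-04. In the WT comparison they were 2819 and 0 genes. For the interaction, 6 of 100 regroupings called as many as the real 4 genes, the real one included, and the highest other called 200. The 5 others all keep the real genotype split of the NK1.1- libraries, so that the genotype effect there is part of what they measure, while the 92 regroupings that mix genotypes in NK1.1- cells called at most 1 gene and carry that effect as spread, so that this count does not say whether chance can be excluded.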
